# Exogenous glucosamine globally protects chondrocytes from the arthritogenic effects of IL-1β

**DOI:** 10.1186/ar2082

**Published:** 2006-11-16

**Authors:** Jean-Noël Gouze, Elvire Gouze, Mick P Popp, Marsha L Bush, Emil A Dacanay, Jesse D Kay, Padraic P Levings, Kunal R Patel, Jeet-Paul S Saran, Rachael S Watson, Steven C Ghivizzani

## Abstract

The effects of exogenous glucosamine on the biology of articular chondrocytes were determined by examining global transcription patterns under normal culture conditions and following challenge with IL-1β. Chondrocytes isolated from the cartilage of rats were cultured in several flasks either alone or in the presence of 20 mM glucosamine. Six hours later, one-half of the cultures of each group were challenged with 10 ng/ml IL-1β. Fourteen hours after this challenge, RNA was extracted from each culture individually and used to probe microarray chips corresponding to the entire rat genome. Glucosamine alone had no observable stimulatory effect on the transcription of primary cartilage matrix genes, such as aggrecan, collagen type II, or genes involved in glycosaminoglycan synthesis; however, glucosamine proved to be a potent, broad-spectrum inhibitor of IL-1β. Of the 2,813 genes whose transcription was altered by IL-1β stimulation (*P *< 0.0001), glucosamine significantly blocked the response in 2,055 (~73%). Glucosamine fully protected the chondrocytes from IL-1-induced expression of inflammatory cytokines, chemokines, and growth factors as well as proteins involved in prostaglandin E_2 _and nitric oxide synthesis. It also blocked the IL-1-induced expression of matrix-specific proteases such as MMP-3, MMP-9, MMP-10, MMP-12, and ADAMTS-1. The concentrations of IL-1 and glucosamine used in these assays were supraphysiological and were not representative of the arthritic joint following oral consumption of glucosamine. They suggest, however, that the potential benefit of glucosamine in osteoarthritis is not related to cartilage matrix biosynthesis, but is more probably related to its ability to globally inhibit the deleterious effects of IL-1β signaling. These results suggest that glucosamine, if administered effectively, may indeed have anti-arthritic properties, but primarily as an anti-inflammatory agent.

## Introduction

Osteoarthritis (OA) is a chronic, disabling condition for which there is no cure and few useful treatments. OA primarily affect the hips, knees and distal interphalangeal joints of the hands and is generally associated with a progressive loss of articular cartilage accompanied by sclerosis of the subchondral bone [1,2]. Clinical features include joint pain, instability, limitation of motion and functional impairment. The pathogenesis of OA, although not yet well understood, is often linked to joint injury, biomechanical alterations and aging. Many investigators consider cytokines, such as IL-1, as well other inflammatory mediators synthesized locally by synovial cells and chondrocytes, to be key contributors to the progression of the disease [3,4].

The failure of conventional pharmacologics to satisfactorily control OA probably explains the increasing use of self-treatments such as glucosamine and other 'nutraceuticals' [5-7]. Indeed, over the past several years, glucosamine has been widely endorsed by the lay-press as a useful over-the-counter remedy for OA, with estimated annual sales exceeding $700 million in the United States alone.

Although anecdotal evidence of the capacity of glucosamine to relieve OA symptoms is widespread, its mode of action is ill-defined. D-Glucosamine, the biologically active form, serves as a metabolic precursor in the synthesis of several classes of compounds requiring amino sugars, including the proteoglycans, glycosaminoglycans, and hyaluronate. Because these compounds are essential extracellular matrix (ECM) components of connective tissues, a common perception is that oral consumption of large quantities of glucosamine leads to elevated intra-articular concentrations and thereby enhances synthesis of the articular cartilage matrix. This belief, however, has never been conclusively demonstrated *in vivo*. Reports of the efficacy of glucosamine have been inconsistent in controlled clinical studies, leaving doubts among the scientific community and skepticism that its ingestion as a dietary supplement mediates a meaningful biological response in the joint tissues [8-11]. Indeed, the recent findings of the multicenter, double-blind, placebo-controlled Glucosamine/chondroitin Arthritis Intervention Trial were somewhat mixed [12]. This trial, intended to resolve and clarify the clinical effectiveness of these supplements with regard to OA, has perhaps had the reverse effect and has fueled the controversy.

In attempts to describe more clearly the effects of elevated glucosamine on cartilage biology, several laboratory studies have been undertaken that suggest glucosamine may have specific chondroprotective properties. Initial work *in vitro *showed that glucosamine could moderate certain aspects of the deleterious response of chondrocytes to stimulation with IL-1 [13] or lipopolysaccharide [14]. These aspects included inhibition of phospholipase A_2 _activity [15], prostaglandin E_2 _and nitric oxide (NO) synthesis [13], reduced COX-2 mRNA and protein expression [16,17], and protection from reduced proteoglycan synthesis in articular cartilage [13,18-20]. Inhibition of aggrecanase-dependent cleavage of aggrecan was also observed in both rat and bovine cartilage explant cultures when supplemented with glucosamine [21]. In addition, NF-κB activation as well as the nuclear translocation of p50 and p65 proteins was inhibited in chondrocytes cultured in the presence of glucosamine, suggesting that glucosamine may block inflammatory signaling [17,22].

Studies such as those already cited involving assays of individual genes and proteins have provided only a limited indication of the response of articular chondrocytes to elevated levels of exogenous glucosamine. Given the popularity of glucosamine as a means to manage OA symptoms, and discrepancies regarding its possible mode of action and true value as an anti-arthritic, we performed gene expression analyses using microarrays in an effort to determine how elevated levels of exogenous glucosamine influence the global gene expression patterns of articular chondrocytes. We found that addition of glucosamine to the culture medium had no apparent stimulatory effect on the expression of biosynthetic genes but was a surprisingly effective inhibitor of IL-1β, blocking its effects on thousands of genes.

## Materials and methods

### Chondrocyte isolation and culture

Articular cartilage was isolated from the femoral heads of male Wistar rats under aseptic conditions (Charles River Laboratories, Boston, MA, USA). Chondrocytes were obtained by sequential digestion of the cartilage with pronase and type II collagenase (Invitrogen, Carlsbad, CA, USA) as previously described [23]. After filtration to remove tissue debris, the cells were cultured in 75-cm^2 ^flasks in complete DMEM (supplemented with 10% fetal bovine serum and 1% penicillin–streptomycin; Invitrogen) at 37°C in a humidified atmosphere containing 5% CO_2_.

Experiments were subsequently performed with second-passage cultures, whereby the cells from the large cultures were trypsinized, pooled and seeded into 20 flasks of 25 cm^2 ^volume. These flasks were then divided into four treatment groups to evaluate the effects of glucosamine and IL-1 on global transcription patterns (*n *= 5/group). To the culture medium in one-half of the flasks was added glucosamine and HCl (Sigma-Aldrich, St Louis, MO, USA) to a final concentration of 20 mM [13]. Six hours later, IL-1β was added at 10 ng/ml to five of the flasks receiving glucosamine and to five of the untreated flasks. Fourteen hours post IL-1β stimulation, and immediately prior to RNA isolation, the conditioned media were collected from all cultures and analyzed individually for NO production as indicated by the nitrite levels. The total RNA was then isolated individually from the respective cultures.

### Nitrite assay

NO production was determined spectrophotometrically by measuring in conditioned medium the accumulation of nitrite (NO_2_^-^), a stable breakdown product of NO. Nitrate in the media were first converted to nitrite by the action of nitrate reductase from *Aspergillus niger *(Roche, Florence, SC, USA). Then 100 μl culture supernatant was mixed with 100 μl Griess reagent (sulfanilamide (1% w/v)) in 2.5% H_3_PO_4 _and *N*-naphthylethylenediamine dihydrochoride ((0.1% w/v) in H_2_O), and was incubated at room temperature for 5 min in 96-well plates. The absorbance at 550 nm was measured on a Multiskan MCC microplate reader (Thermo, Waltham, MA, USA). The nitrite concentration was calculated from a standard curve of sodium nitrite and expressed as the micromolar concentration [24].

After comparison of data by analysis of variance the different groups were compared using Fisher's *t *test. Assays were performed in quintuplet. *P *< 0.05 was considered significant.

### Preparation of labeled copy RNA

The total RNA from each chondrocyte culture was extracted individually and prepared for hybridization according to the GeneChip Expression Analysis Technical Manual (2001; Affymetrix, Santa Clara, CA, USA). Briefly, cells were lysed in the presence of Trizol solution (Sigma-Aldrich, St Louis, MO, USA). Following extraction of the homogenate with chloroform, the total RNA was precipitated with isopropanol and resuspended in 10 mM Tris–HCl, pH 8.0, 1 mM ethylenediamine tetraacetic acid. Newly extracted RNA was then cleaned using RNeasy mini columns as described by the manufacturer (RNeasy Mini Protocol for RNA cleanup; Qiagen, Valencia, CA USA).

The amount and quality of each RNA sample were assessed by spectrophotometry. The four samples from each treatment with the greatest OD 260/280 ratios were used for target labeling as follows. A 3 μg aliquot of total RNA was used as a template for cDNA synthesis (One-Cycle cDNA Synthesis Kit; Affymetrix). First-strand synthesis and second-strand synthesis were performed following the manufacturer's instructions. The second-strand product was cleaned (GeneChip Sample Cleanup Module; Affymetrix) and used as a template for *in vitro *transcription with biotin-labeled ribonucleotides (GeneChip IVT Labeling Kit; Affymetrix). The resulting cRNA product was cleaned (GeneChip Sample Cleanup Module; Affymetrix), and a 20-μg aliquot was heated at 94°C for 35 minutes in the fragmentation buffer provided with the cleanup module (Affymetrix).

### Array hybridization

Microarray hybridization and data analyses were performed by the Gene Expression Core of the Interdisciplinary Center for Biotechnology Research at the University of Florida. Fifteen micrograms of adjusted cRNA from each sample was hybridized for 16 hours at 45°C to Affymetrix GeneChip Rat Genome 230 2.0 arrays (Affymetrix). After hybridization, each chip was stained with a streptavidin–phycoerythryn conjugate (Invitrogen-Molecular Probes, Carlsbad, CA, USA), was washed, and was visualized with a microarray scanner (Genearray Scanner; Agilent Technologies, Santa Clara, CA, USA). Images were inspected visually for hybridization artifacts. In addition, quality assessment metrics were generated for each scanned image and were evaluated based on empiric data from previous hybridizations and on the signal intensity of internal standards that were present in the hybridization cocktail. Samples that did not pass quality assessment were eliminated from analyses.

### Generation of expression values

Microarray Suite (version 5; Affymetrix) was used to generate *.cel files, and a computer program (Probe Profiler, version 1.3.11; Corimbia, Inc Berkeley, CA, USA) developed specifically for the GeneChip system (Affymetrix) was used to convert intensity data into quantitative estimates, globally scaled to 100, of gene expression for each probe set. The software identifies informative probe pairs and downweights the signal contribution of probe pairs that are subject to differential cross-hybridization effects or that consistently produce no signal. The software also detects and corrects for saturation artifacts, outliers, and chip defects. A probability statistic was generated for each probe set. The probability is associated with the null hypothesis that the expression level of the probe set is equal to 0 (background). Genes not significantly expressed above the background in any of the samples (*P *< 0.05) were considered absent and removed from the data set.

### Data analysis

A one-way analysis of variance for replicates was performed on expression values to evaluate the presence of a treatment effect (*P *< 0.0001). Genes for which there was a significant treatment effect were subjected to a Tukey's honest significant difference post-hoc test (*P *< 0.05). The expression values of those genes considered to have a significant effect were normalized by performing a Z-transformation, thereby generating a distribution with mean 0 and standard deviation 1 for each gene. K-means clustering and principal component analysis were performed on normalized values (GeneLinker Gold 3.1, Kingston, ON, Canada).

### Real-time PCR analysis

cDNA was synthesized from 1 μg total RNA using M-MLV reverse transcriptase and was primed with random hexamer oligonucleotides (Invitrogen) in a 20 μl reaction. Amplification by PCR was carried out in a 25 μl reaction volume using a SYBR Green MasterMix (Eppendorf, Hamburg, Germany). Relative expression levels were normalized to EF1α and calculated using the 2^-Δ*Ct *^method [25]. Primer sequences for the genes of interest are presented in Table 1. After comparison of the data by analysis of variance, the different groups were compared using Fisher's *t *test (*n *= 3; *P *< 0.05 considered significant).

The data discussed in this publication have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus [26] and are accessible through Gene Expression Omnibus Series accession number GSE6119.

## Results

In an effort to describe more fully the influence of glucosamine on the metabolism of articular chondrocytes, we studied the effects of exogenous glucosamine and IL-1β on global expression patterns using microarrays. 

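Second-passage articular chondrocytes of 1 pool of rat cells were hybridized flask by flask, and values were deposited for 13 arrays. They comprise 3 arrays of untreated cultures, 2 of cultures kept in 20 mM glucosamine for 20 hours, 4 of cultures given 10 ng/ml IL-1β for 14 hours, and 4 of cultures given glucosamine 6 hours before the same 14 hours with IL-1β. According to the methods, the authors made 1 signal per probe set with Probe Profiler, globally scaled to 100, whereas the sample labels name MAS5 as the software and the array means lay between 127 and 145; the deposited signals were linear and included negative values. Signals were floored at 5.71, the 25th percentile of all values, and expressed as log2. A total of 29263 probe sets were above that floor on at least 1 array and were tested with limma in 1 fit to the 4 groups, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Fold changes are ratios of geometric means, signals are given as mean ± SD, and a gene with several probe sets is represented by the one with the highest mean signal among those annotated to that gene alone. The gene lists were drawn up with the paper at hand, and 112 of their 712 symbols are genes of its Tables 2 to 5, chosen by the authors on these arrays. The p-values measure only the spread between flasks of 1 pool of cells, and glucosamine alone rests on 2 arrays. The replicate d arrays of IL-1β alone and of glucosamine plus IL-1β spread more widely at low signals, with a 1st percentile of -31.0 and -36.8 against -6.47 to -4.81 on the other 11 arrays. In simulated arrays with a spread taken from these arrays, 67 probe sets per comparison were changed 2-fold. Of these, 73.1% were called for IL-1β against untreated cultures and 68.7% for glucosamine against untreated cultures, with 15 false calls among 160 and 22 among 159. These shares hold for the probe sets drawn, were not split by signal level, and are not the power for all tested probe sets.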

Articular chondrocytes from rats were seeded into several flasks, and the media in one-half was supplemented with glucosamine at 20 mM. Six hours later, IL-1β at 10 ng/ml was added to one-half of the flasks receiving glucosamine and to one-half of the untreated flasks. Fourteen hours post IL-1β stimulation, the conditioned media were collected and analyzed for NO production.

Previous studies have shown that, under appropriate conditions, glucosamine is an effective inhibitor of IL-1β-induced NO synthesis in chondrocytes. To help ensure that subsequent microarray data provided an accurate representation of the effects of glucosamine and IL-1β on chondrocyte transcription, NO levels were used to verify that the cultures were viable and responded fully and reproducibly to both molecules [13,22]. As shown in Figure 1, IL-1β alone was a potent stimulus for NO production, generating a >10-fold increase in conditioned media over background levels (28.3 ± 0.8 μM versus 2.4 ± 0.4 μM, respectively). In cultures receiving glucosamine and IL-1β, NO synthesis was essentially at background levels. Having confirmed that the culture systems were functioning optimally, total RNA was extracted separately from each flask and the OD 260/280 ratios were determined. RNA samples with ratios greater than 1.8 were used to prepare labeled cRNA probes, which were then hybridized to individual Affymetrix 230 2.0 array chips representing the complete rat genome.

Of the 31,042 probe sets (genes) present on the array, 27,061 were detected significantly above background on at least one array set. 

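Untreated cultures expressed cartilage genes at high signals on all 3 arrays: type II collagen (Col2a1, 1387767_a_at) at 3819 ± 346, type IX collagen (Col9a1) at 1764 ± 115 and link protein (Hapln1) at 662 ± 21.9 (SD, n = 3). Types I and III collagen, which fibroblasts and chondrocytes in culture also make, were at 3588 ± 311 (Col1a1) and 2710.3 ± 179.5 (Col3a1). The leukocyte antigen CD45 (Ptprc), at 5.09 ± 1.35, and the endothelial antigen CD31 (Pecam1), at 6.53 ± 1.32, were near the floor in the same cultures, while other genes that also mark other cell types were well above it, such as osteopontin (Spp1) at 3114 ± 357 and CD14 (Cd14) at 235 ± 10.6. Of 31042 probe sets on the array, 1779 did not exceed the floor on any array. This floor is 1 value for all arrays and is not the background probability that the authors' software gives. Between 22130 and 25519 probe sets exceeded it per array, with the highest numbers on the 2 replicate d arrays.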

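Across the 9727 probe sets with a treatment effect (limma moderated F, adjusted p under 0.05), Z-transformed signals of arrays were correlated, with probe sets as the values, which are not independent replicates. The transformation centers each probe set over the 13 arrays. This by itself pulls r between groups below 0 and makes it depend on the group sizes. Untreated cultures resembled each other most, with a mean r of 0.94 between their 3 arrays, and the 2 glucosamine arrays had an r of 0.80. Cultures with IL-1β alone had a mean r of 0.73 (0.62 to 0.82) and those with glucosamine plus IL-1β of 0.64 (0.47 to 0.85). The lowest values in both groups involved the replicate d arrays. Choosing probe sets with a treatment effect raises these values, and over all tested probe sets the mean r was 0.73 for untreated, 0.55 for glucosamine, 0.27 (0.01 to 0.54) for IL-1β and 0.16 (-0.13 to 0.55) for glucosamine plus IL-1β arrays. In an average-linkage tree of 1 minus r, each treatment group occupied its own branch except that the 2 glucosamine arrays lay within the branch of the glucosamine plus IL-1β arrays, from which replicate d split first. Over all tested probe sets, replicate d of glucosamine plus IL-1β instead joined the branch of the IL-1β arrays.

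**Figure D1:**
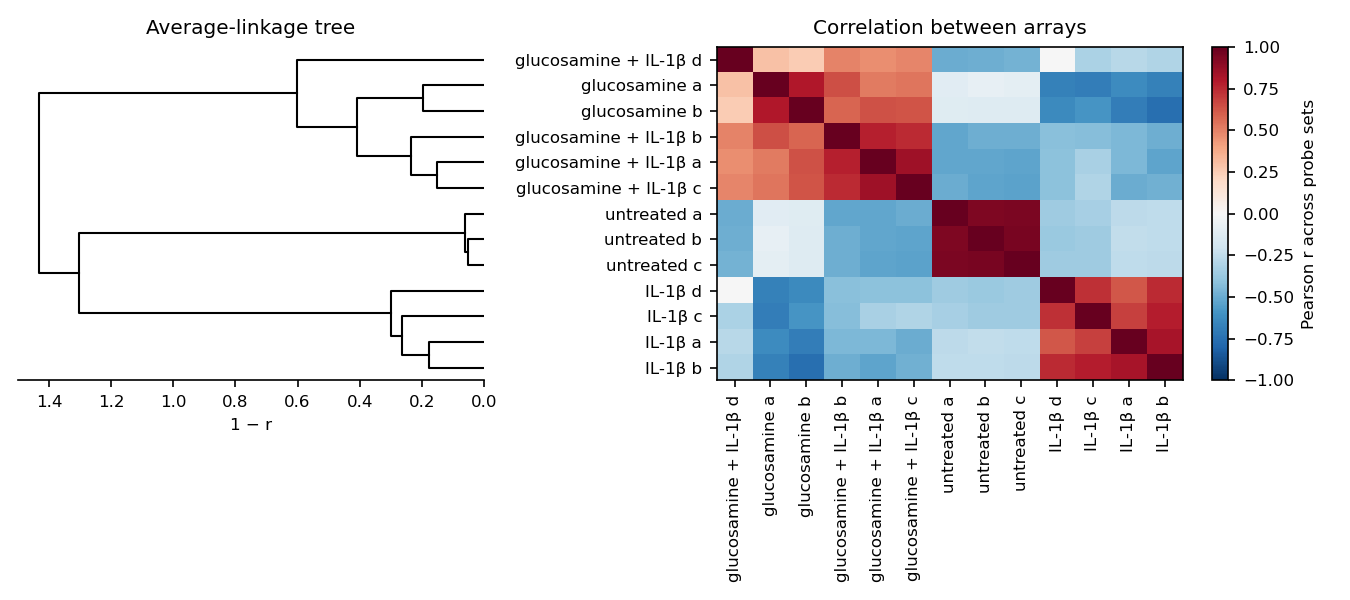
Average-linkage tree of the 13 arrays over probe sets with a treatment effect (left; axis, 1 minus Pearson r of Z-transformed log2 signals) and the r of each pair of arrays (right; color scale from -1 to 1). Arrays of cultures with glucosamine, with or without IL-1β, lie on 1 main branch, and untreated and IL-1β arrays lie on the other.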

Analysis of the overall results of the hybridization using hierarchical clustering of the samples showed a high degree of similarity among the samples within each treatment group (Figure 2). 

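Chemokines, colony-stimulating factors and 2 matrix proteases were among the 10 named genes whose RNA IL-1β alone raised most. The neutrophil chemoattractant CXCL2 (Cxcl2, 1368760_at) rose at least 519-fold and gelatinase B, MMP-9 (Mmp9, 1398275_at), rose at least 382-fold, both from signals at the floor on all 3 untreated arrays. Argininosuccinate synthase (Ass1), which renews the arginine used for NO, rose from 6.29 ± 4.78 (n = 3) to 2247 ± 149 (n = 4). Its log2 fold change was at least 8.18 (standard error 0.44, adjusted p = 7.7e-08), because untreated signals reached the floor. The colony-stimulating factors Csf3 (at least 217-fold) and Csf2 (at least 210.3-fold) and the chemokine Cxcl3 (226-fold) were also among the 10 named genes with the largest rise. Among the 10 with the largest fall were carbonic anhydrase 3 (Car3, at least 35.6-fold lower), the prostaglandin-degrading enzyme Hpgd (at least 31.7-fold lower), VEGF-D (Vegfd, at least 22.5-fold lower) and the iron exporter ferroportin (Slc40a1, at least 22.8-fold lower). The mean r between untreated and IL-1β arrays was -0.30 (-0.37 to -0.25). Because the signals were centered, a negative r does not mean that the profiles were opposite.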

As expected, large differences were noted between the expression patterns of untreated chondrocytes and those receiving IL-1β alone, illustrating the dramatic impact of IL-1β stimulation on chondrocyte biology. 

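Arrays of cultures kept in glucosamine had a mean r of 0.51 with arrays of cultures that received glucosamine and then IL-1β (0.25 to 0.65 over 8 pairs), and the same glucosamine arrays had a mean r of -0.67 with the IL-1β arrays. Over all tested probe sets these values were 0.25 (-0.24 to 0.51) and -0.39. Both groups with glucosamine had low RNA of mitotic genes: cyclin B2 (Ccnb2) was at 20.6 ± 2.65 (n = 2) with glucosamine alone and 24.2 ± 2.98 (n = 4) with glucosamine plus IL-1β, against 531 ± 32.7 (n = 3) in untreated and 358 ± 19.4 (n = 4) in IL-1β cultures. Both also had high RNA of the thioredoxin-binding protein Txnip, at 2099 ± 146 and 1962 ± 152 against 527 ± 42.9 and 36.6 ± 19.9. Addition of IL-1β in the presence of glucosamine changed 525 probe sets, 273 upward and 252 downward.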

In stark contrast, however, the transcription profiles of the treatment groups cultured in the presence of glucosamine, both with and without IL-1β, clustered closely together on one branch of the hierarchical tree with high correlation. The striking similarity of expression patterns between these two groups indicated that, in the presence of glucosamine, IL-1β had little influence on global transcription patterns in chondrocytes. Furthermore, the expression patterns of the treatment groups receiving glucosamine, both with and without IL-1β, together shared a greater degree of similarity with the samples in the untreated control group than the group receiving IL-1β alone. 

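IL-1β still raised a set of NF-κB target genes when glucosamine was present. Of 22 NF-κB targets measured, 12 rose and none fell over glucosamine alone (16 higher when adjusted over the list alone; median log2 fold change 0.84), with adjusted p = 9.0e-25 from camera and adjusted p = 4.3e-04 with an estimated correlation. The interaction test, which compares these responses with those without glucosamine, passed downward in 16 and upward in 1 of the 22 (18 and 1 when adjusted over the list alone; adjusted p = 2.9e-14 from camera and adjusted p = 0.0038 with an estimated correlation). IκBα (Nfkbia), the inhibitor that NF-κB itself induces, rose 4.94-fold over glucosamine alone, against 8.71-fold over untreated cultures with IL-1β alone, and Nfkbiz rose 6.89-fold against 13.4-fold. Of 25 chemokines, 8 rose (10 when adjusted over the list alone), among them Ccl20 (18.8-fold), Cxcl3 (17.1-fold), Cx3cl1 (14.0-fold) and Cxcl1 (12.7-fold). The list was called by camera (adjusted p = 1.7e-14) but not with an estimated correlation (adjusted p = 0.083 with an estimated correlation). The 2 glucosamine arrays differed for Ccl20, Cxcl3 and Cxcl1. Their log2 fold changes over glucosamine were 5.76, 5.47 and 5.06 without its replicate a but 2.70, 2.72 and 2.28 without its replicate b. For Cx3cl1 these values were closer together, at 4.19 and 3.43. IL-23 p19 (Il23a) was at the floor on all arrays with glucosamine alone and with glucosamine plus IL-1β, and Il1b was at the floor on all but 1 of these arrays. Over all IL-1β-responsive probe sets, the response to IL-1β with glucosamine had a median size of 17.1% of that without it on the log2 scale for increased and 26.2% for decreased ones, and, measured from untreated instead of glucosamine cultures, 49.7% and 65.7%. The difference of the 2 responses passed the interaction test in 2500 probe sets, in 1485 or 1589 without 1 or the other glucosamine array, and in 4253 without both replicate d arrays (chosen after seeing the data). The number of probe sets changed over glucosamine alone moved to 242 or 221 without 1 or the other glucosamine array, to 894 without both replicate d arrays (also chosen after seeing the data), and to 182 in a fit to these 2 groups alone, in which the rises of Ccl20, Cxcl3 and Cxcl1 did not pass (adjusted p = 0.20, 0.17 and 0.23). From the similarity of these 2 groups, the paper concludes that IL-1β had little influence on global transcription in the presence of glucosamine.

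**Figure D2:**
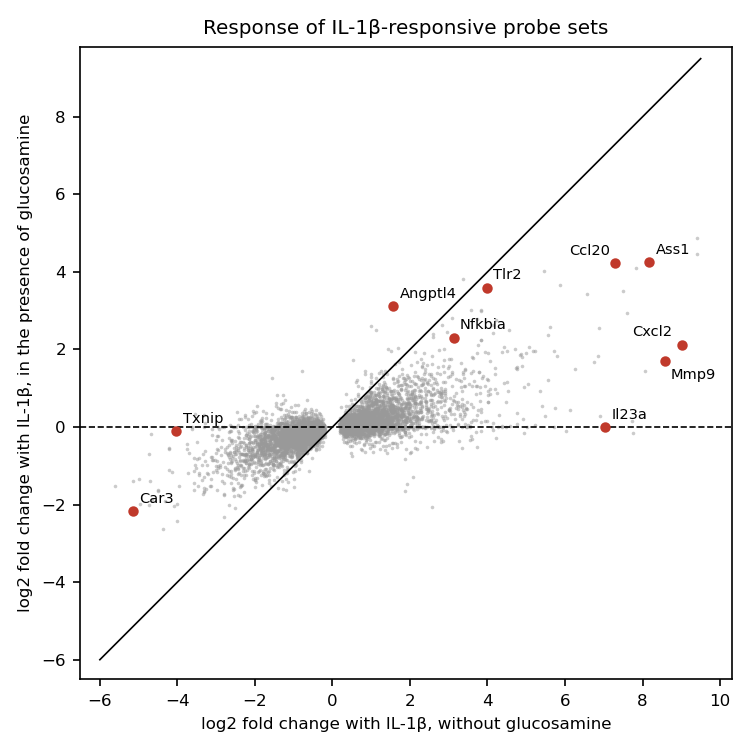
Log2 fold change of each IL-1β-responsive probe set after IL-1β without glucosamine (horizontal axis, IL-1β against untreated) and with glucosamine (vertical axis, glucosamine plus IL-1β against glucosamine). The solid line marks equal responses and the dashed line no response, and named genes are written beside their points. Most points lie nearer to the dashed line than to the solid one.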

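Cultures with glucosamine plus IL-1β differed from untreated cultures in 6986 probe sets and from IL-1β cultures in 6822, of which 3747 were the same, 1497 of them higher and 1380 lower than in both other groups and 870 between them. Both comparisons use the same 4 arrays with glucosamine plus IL-1β, which by itself makes their calls overlap and match in sign, and the number to be found without any change was not estimated. Against untreated cultures, they were lower in, for example, the mitotic genes Ccna2 (26.9-fold lower) and Ube2c (22.5-fold lower) and higher in Ddit4l (36.3-fold) and Akr1b8 (18.6-fold). Against IL-1β cultures, they were lower in, for example, Il1a (at least 26.2-fold lower) and Ccl5 (38.1-fold lower). The arrays of both glucosamine groups together had a mean r of -0.37 with the untreated and of -0.48 with the IL-1β arrays (-0.21 and -0.27 over all tested probe sets). The 2 groups differed in this respect: glucosamine alone had a mean r of -0.11 with untreated arrays, and glucosamine plus IL-1β had a mean r of -0.51 with untreated and -0.38 with IL-1β arrays. The difference of 0.10 between the pooled values was smaller than its jackknife SD of 0.37, and it lay between -0.03 and 0.28 when single arrays were left out.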

The results of the individual treatment groups are now discussed in more detail.

### Effects of glucosamine alone on chondrocyte global expression patterns

Overall, relative to untreated controls, incubation of chondrocytes with glucosamine alone led to a global shift in expression across the genome. 

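Glucosamine alone changed 4300 probe sets, 2088 upward and 2212 downward, with a median absolute log2 fold change of 0.83 among those called. Among the genes with the largest rise were the stress-induced inhibitor of growth signaling Ddit4l, from 12.6 ± 2.21 (n = 3) to 504 ± 19.4 (n = 2), the aldo-keto reductase Akr1b8, from 113 ± 8.31 to 2067 ± 15.5, and the integrin subunit Itga3, from 13.5 ± 3.73 to 249 ± 73.3. Among those with the largest fall were the chemokine Cxcl12, from 389 ± 33.6 to 17.2 ± 0.877, and the secreted Wnt modulator Sfrp2, from 238 ± 34.8 to 11.2 ± 4.19. Of 33 gene lists, 10 were called by camera and 6 with an estimated correlation. The count of probe sets fell to 2599 or 2389 when 1 of the 2 glucosamine arrays was left out, so that the remaining one was assumed to vary like the other groups, and rose to 7108 without both replicate d arrays (chosen after seeing the data) and to 7471 in a fit to these 2 groups alone.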

Of the 2,433 genes that showed a significant response (*P *< 0.0001), expression of 1,506 genes decreased while expression of 927 genes increased. 

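With the methods' one-way analysis of variance and Tukey test on the linear signals, 3447 probe sets passed the first threshold and 2439 of them differed between glucosamine and untreated cultures, 1509 lower and 930 higher. By limma the largest falls were those of the mitotic regulator Cdca3 (log2 fold change -4.87, standard error 0.18, adjusted p = 2.9e-08), the replication factor Pclaf (-4.82, standard error 0.12, adjusted p = 2.1e-09) and Ccnb2 (-4.69, standard error 0.13, adjusted p = 2.4e-09). Among the 3 largest rises were those of Ddit4l (5.33, standard error 0.13, adjusted p = 1.9e-09) and Akr1b8 (4.20, standard error 0.09, adjusted p = 9.1e-10). At least a 2-fold difference was seen in 1659 of the called probe sets, 1090 of them lower and 569 higher, so that large changes were mostly decreases.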

A list of genes with known function that showed the greatest response (a decrease in RNA signal by at least 80%, or an increase of at least fivefold) is presented in Table 2.

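Of the probe sets called for glucosamine alone, 62 rose more than 5-fold and 183 fell by more than 80%, and among genes with 1 representative probe set the numbers were 38 and 123. The genes that rose included the transcription factor Atf3 (11.1-fold), the stress-induced cytokine Gdf15 (at least 12.2-fold), the plasminogen activator inhibitor Serpinb2 (11.6-fold), the mitochondrial carrier Slc25a48 (at least 14.6-fold) and the ATPase modulator Fxyd2 (11.1-fold). Those that fell included thymidine kinase (Tk1, 21.8-fold lower), the cyclin A2 gene Ccna2 (25.6-fold lower), the centromere protein Cenpf (at least 22.4-fold lower), securin (Pttg1, 21.8-fold lower) and the interleukin gene Il33 (at least 12.6-fold lower). Folds given as at least are lower bounds because 1 or more arrays, or the mean, of the lower group were at or under the floor. The fall of Il33 by its representative probe set did not pass without glucosamine replicate a. By its other probe set (1373970_at), Il33 fell with a log2 fold change of -4.50 (adjusted p = 1.9e-07 by limma on all arrays). The rise of Gdf15 did not pass with a floor of 32 chosen after seeing the data (adjusted p = 0.12).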

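Several gene groups rose together after glucosamine alone. Of 28 genes of the unfolded protein response, 22 rose and none fell (26 higher when adjusted over the list alone; median log2 fold change 1.00), among them the transcription factor CHOP (Ddit3, 5.08-fold) and the chaperone Hyou1 (5.02-fold), with adjusted p = 7.5e-19 from camera and adjusted p = 0.017 with an estimated correlation. Of 13 genes of hexosamine metabolism, 9 rose and none fell (9 higher when adjusted over the list alone), among them the N-acetylglucosamine-6-phosphate deacetylase Amdhd2 (2.93-fold) and the glucosamine-6-phosphate deaminase Gnpda1 (2.29-fold), with adjusted p = 1.4e-05 from camera and adjusted p = 0.017 with an estimated correlation. Of 11 genes of the osmotic stress response, 6 rose and 1 fell (8 and 1 when adjusted over the list alone), with the inositol transporter Slc5a3 up 4.65-fold and the inositol synthase Isyna1 up 9.28-fold (adjusted p = 4.6e-06 from camera and adjusted p = 0.0062 with an estimated correlation). This list holds 3 genes of the paper's Table 2, whose entries were chosen on these arrays (Isyna1, Akr1b8 and Slc23a2), and without them 3 of 8 rose and 1 fell, called upward by camera (adjusted p = 0.044) but not with an estimated correlation (adjusted p = 0.13 with an estimated correlation). Of 16 targets of the oxidant-responsive factor NRF2, 10 rose and 1 fell (13 and 1 when adjusted over the list alone), with sulfiredoxin (Srxn1) up 6.16-fold and Nqo1 up 4.27-fold (adjusted p = 6.0e-07 from camera and adjusted p = 0.017 with an estimated correlation). Lysosomal and immediate early genes were called upward by camera (adjusted p = 0.0017 and 0.0081) but not with an estimated correlation (adjusted p = 0.31 and 0.13 with an estimated correlation). The rise of Amdhd2 did not pass without glucosamine replicate b (adjusted p = 0.092).

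**Figure D3:**
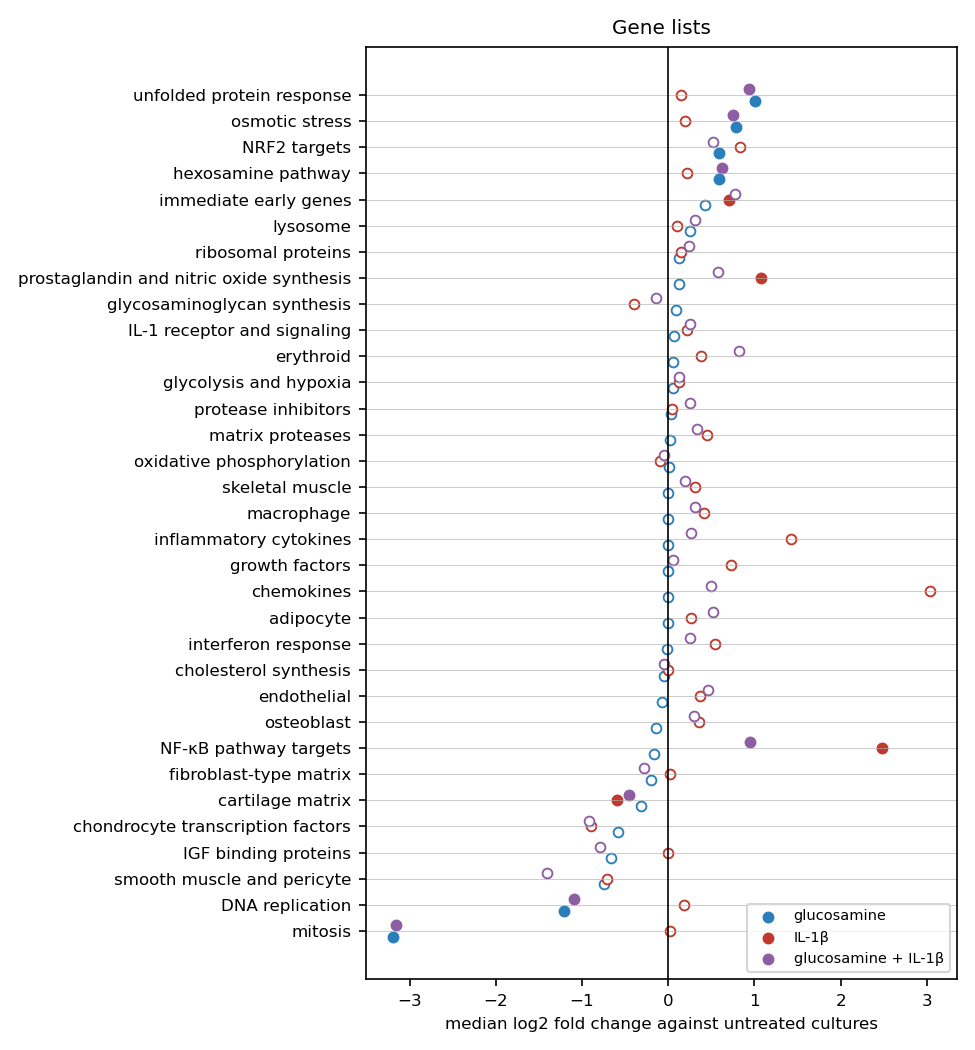
Median log2 fold change of each gene list (points) under glucosamine alone, IL-1β alone and IL-1β with glucosamine, each against untreated cultures. Filled points are lists called by camera with an estimated correlation (adjusted p under 0.05) and open points are lists that were not; the vertical line marks no change. Mitosis and DNA replication lie lowest under glucosamine alone, and chemokines and NF-κB pathway targets highest under IL-1β alone.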

No clear pattern was observed among the types of genes that showed the greatest increase in RNA levels following exposure to glucosamine. 

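Collagenase-3 (Mmp13, 1388204_at) rose from a signal of 268 ± 17.8 (SD, n = 3) in untreated cultures to 2127 ± 0.328 (SD, n = 2) with glucosamine alone. This was a rise of 7.94-fold, with a log2 fold change of 2.99 (standard error 0.14, adjusted p = 1.9e-07). Of 33 matrix proteases measured, 5 rose and 6 fell with glucosamine alone, counts that were the same when adjusted over the list alone. The aggrecanase Adamts5 fell 2.30-fold, the membrane-type metalloproteinase Mmp16 fell 2.67-fold and the metalloproteinase Adamts12 fell 11.8-fold. The list as a whole was not called (median log2 fold change 0.02, adjusted p = 0.91 from camera and adjusted p = 0.96 with an estimated correlation).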

Curiously, MMP-13 (also termed collagenase-3) – a protease specific for type II collagen, a primary ECM component of articular cartilage – was among the few genes whose expression was strongly stimulated (in this case approximately eightfold) by glucosamine. Interestingly, several of the genes that showed a strong reduction in expression participate in regulation of the cell cycle and cell division.

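Of 44 mitotic genes measured, 41 fell after glucosamine alone and none rose, the same count as when adjusted over the list alone, with a median log2 fold change of -3.20 (adjusted p = 9.8e-45 from camera and adjusted p = 0.0048 with an estimated correlation). Ube2c, which marks cyclins for destruction at the end of mitosis, fell from 338 ± 8.62 (n = 3) to 13.8 ± 0.131 (n = 2), and the proliferation marker Ki-67 (Mki67) fell 5.94-fold. The kinase Cdk1, which starts mitosis, fell 8.30-fold. Of 31 genes of DNA replication, 22 fell and none rose (25 lower when adjusted over the list alone), with a median log2 fold change of -1.20 (adjusted p = 2.7e-15 from camera and adjusted p = 0.0048 with an estimated correlation). Among them were the helicase subunit Mcm5 (7.56-fold lower) and the chromatin protein Uhrf1 (at least 6.84-fold lower). IL-1β alone changed 8 of the mitotic genes, 3 upward and 5 downward, and their median log2 fold change was 0.02. With glucosamine plus IL-1β, 38 fell against untreated cultures. The fall of Uhrf1 did not pass with a floor of 32 chosen after seeing the data (adjusted p = 0.16).

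**Figure D4:**
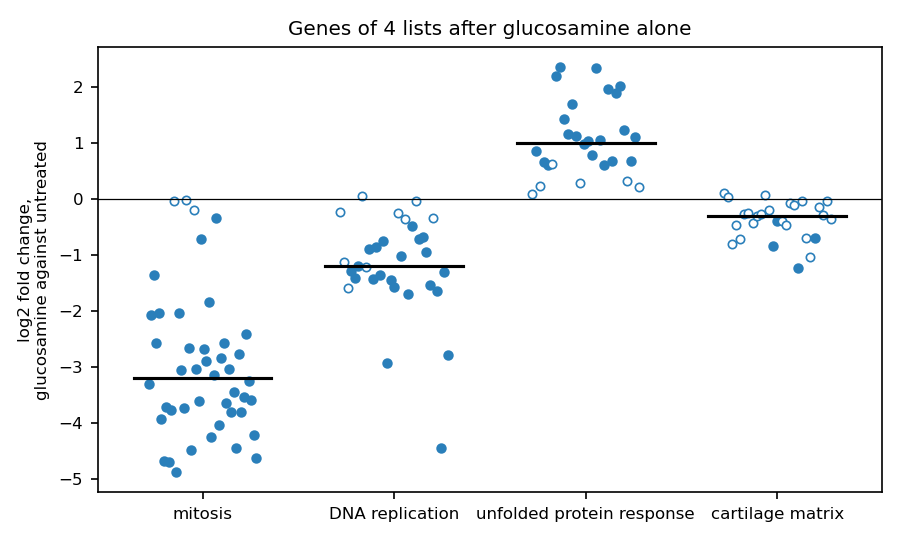
Log2 fold change of each gene of the mitosis, DNA replication, unfolded protein response and cartilage matrix lists after glucosamine alone against untreated cultures (points; n = 2 and 3 arrays). Filled points passed the test at an adjusted p under 0.05, and the bar marks the median of the list. All points of the mitosis list lie below no change.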

The data shown in Tables 3 and 4 further describe the effects of glucosamine alone on chondrocyte expression patterns. Of relevance to OA, incubation with exogenous glucosamine alone led to about a twofold reduction in the expression of several genes associated with the synthesis of cartilage ECM, such as collagen type II, biglycan, and cartilage link protein, as well as a twofold increase in MMP-3 RNA (Table 4). 

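Link protein (Hapln1), which ties aggrecan to hyaluronan, fell to 284 ± 44.8 (n = 2) with glucosamine alone, a log2 fold change of -1.23 (standard error 0.17, adjusted p = 3.5e-04). By its other 2 probe sets, it fell with a log2 fold change of -0.78 (1386310_at, adjusted p = 0.0075) and did not pass the test (1384541_at, -0.62, adjusted p = 0.33). Stromelysin-1 (Mmp3, 1368657_at) rose from 895 ± 78.4 (n = 3) to 1966 ± 354 (n = 2), a rise of 2.19-fold (adjusted p = 7.0e-04), which the methods' one-way analysis of variance and Tukey test on linear signals did not call. Type II collagen had a log2 fold change of -0.31 (adjusted p = 0.14) by its brightest probe set, which was at 3073 ± 142 with glucosamine alone and did not pass the test. A dimmer probe set for Col2a1 (1395280_at), whose signals are those printed in Table 4, fell from 106 ± 11.2 to 42.0 ± 10.6, a log2 fold change of -1.36 (adjusted p = 0.028). The other probe set for Col2a1 (1371226_at), at 292 ± 26.8 in untreated and 143 ± 28.9 in glucosamine cultures, did not pass (adjusted p = 0.16), but did in a fit to these 2 groups alone (adjusted p = 0.024) and without glucosamine plus IL-1β replicate a (adjusted p = 0.0077). Biglycan (Bgn, 1367594_at) did not pass the test, with signals of 2871 ± 207 in untreated and 2943 ± 192 in glucosamine cultures (adjusted p = 1.00). For type II collagen the test depended on the settings: after quantile normalization the brightest probe set passed (adjusted p = 0.0030) and the dimmer one did not (adjusted p = 0.10), nor did it without glucosamine replicate a (0.24), without glucosamine replicate b (0.072) or without untreated replicate a (0.060), b (0.096) or c (0.091).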

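Of 27 cartilage matrix genes measured after glucosamine alone, none rose, 4 fell and 23 did not pass the test (5 lower when adjusted over the list alone). The genes that fell were Hapln1, Col9a1, Col9a2 and the keratan sulfate proteoglycan osteomodulin (Omd, 1.62-fold lower). The list as a whole was called downward by camera (median log2 fold change -0.31, adjusted p = 7.5e-04) but not with an estimated correlation (adjusted p = 0.100 with an estimated correlation). Of 21 genes of the matrix that fibroblasts also make, none rose and 6 fell (8 lower when adjusted over the list alone), among them elastin (Eln, 3.22-fold lower), fibrillin-1 (Fbn1, 2.31-fold lower) and versican (Vcan, 2.09-fold lower). That list was called downward by camera (adjusted p = 0.0078) and not with an estimated correlation (adjusted p = 0.47 with an estimated correlation). By their other probe sets, the falls of Eln (1395753_at, log2 fold change -0.85, adjusted p = 0.093) and Vcan (1371233_at, -0.12) did not pass. Of 14 protease inhibitors, 3 rose and 3 fell (5 and 4 when adjusted over the list alone), with the matrix-bound inhibitor TIMP-3 (Timp3) up 1.50-fold (adjusted p = 0.0040, but 0.055 without glucosamine replicate a).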

Beyond these, glucosamine had no significant stimulatory effect at any level on the expression of genes associated with the synthesis and maintenance of articular cartilage ECM. These include articular cartilage collagens, types VI, IX, XI and X, as well as aggrecan. 

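None of the genes for types VI, IX, X and XI collagen or aggrecan rose with glucosamine alone. Type IX collagen chains were lower: Col9a1 fell 1.79-fold (log2 fold change -0.84, adjusted p = 0.0028) to 984 ± 71.4 (n = 2) and Col9a2 fell 1.31-fold (log2 fold change -0.39, adjusted p = 0.0041), while Col9a3 had a log2 fold change of -0.39 and did not pass the test (adjusted p = 0.090). Aggrecan (Acan, 1387355_at) was at 240.2 ± 13.7 (n = 3) in untreated and 259.7 ± 51.4 (n = 2) in glucosamine cultures, a log2 fold change of 0.10 (standard error 0.18). The type VI chains Col6a1, Col6a2 and Col6a3 had log2 fold changes of -0.26, 0.07 and -0.19, the type XI chains Col11a1 and Col11a2 of -0.26 and -0.25, and Col10a1, near the floor at 15.8 ± 2.67 in untreated cultures, of -0.71, none of which passed the test. Col11a1 was lower with the methods' one-way analysis of variance and Tukey test on linear signals. After quantile normalization, Col11a1, Col6a1 and Col6a3 passed as lower (adjusted p = 0.0015, 0.030 and 0.029), Col9a3 passed as lower in a fit to these 2 groups alone (adjusted p = 0.049) and without IL-1β replicate c (0.039), and Col9a2 did not pass without glucosamine replicate b (adjusted p = 0.055). With 2 glucosamine arrays, increases of 2 standard errors or somewhat more could not have been detected. For example, the log2 fold change of -0.31 of the brightest Col2a1 probe set (standard error 0.12) did not pass the limma test (adjusted p = 0.14).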

No significant increase in the synthesis of genes important for glycosaminoglycan synthesis was observed, including UDP-glucose pyrophosphorylase, UDP-glucose dehydrogenase and hyaluronan synthase, among others (data not shown).

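UDP-glucose dehydrogenase (Ugdh, 1367938_at), which makes the UDP-glucuronic acid of glycosaminoglycans, was at 712 ± 11.5 (n = 3) in untreated and 610.2 ± 87.1 (n = 2) in glucosamine cultures and did not pass the test (log2 fold change -0.23, adjusted p = 0.22). UDP-glucose pyrophosphorylase (Ugp2, 1388410_at) rose from 982 ± 40.9 to 1526 ± 35.0, a log2 fold change of 0.64 (standard error 0.11, adjusted p = 0.0026). Hyaluronan synthase 2 (Has2, 1387548_at) fell from 54.4 ± 6.09 to 14.2 ± 3.44 (log2 fold change -1.96, adjusted p = 0.0026, but 0.051 after quantile normalization; the methods' one-way analysis of variance and Tukey test on linear signals called neither this nor the rise of Ugp2), and no probe set was annotated to Has1 or Has3 alone. Of 27 genes of glycosaminoglycan synthesis measured, 5 rose, 3 fell and 19 did not pass the test (6 higher and 6 lower when adjusted over the list alone). The chondroitin sulfotransferase Chst12 rose 2.48-fold, which did not pass without glucosamine replicate b (adjusted p = 0.092) or by its other probe set (1392174_at, 0.20), and the linker glucuronosyltransferase B3gat3 rose 2.24-fold. The list as a whole was not called (median log2 fold change 0.09, adjusted p = 0.91 from camera and adjusted p = 0.96 with an estimated correlation).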

### Effects of IL-1β alone on global expression patterns in chondrocytes

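IL-1β alone raised most NF-κB targets measured: 21 of 22 rose and 1 fell, the same counts as when adjusted over the list alone, with a median log2 fold change of 2.48 (adjusted p = 4.0e-17 from camera and adjusted p = 0.0019 with an estimated correlation). The deubiquitinase A20 (Tnfaip3), a feedback inhibitor of NF-κB, rose 27.3-fold, the receptor Cd40 rose at least 11.9-fold and the apoptosis inhibitor Birc3 rose 11.9-fold. Of 20 immediate early genes, 12 rose and 1 fell, again the same counts as over the list alone, with Dusp5 up 15.9-fold and the AP-1 subunit Fosl1 up 10.2-fold (adjusted p = 3.9e-05 from camera and adjusted p = 0.048 with an estimated correlation). The signaling receptor Il1r1 rose from 57.9 ± 0.955 (n = 3) to 167 ± 9.37 (n = 4). By its other probe sets, Il1r1 rose by a log2 fold change of 0.40 (1369255_at, adjusted p = 0.0053) or did not pass (1370750_a_at, 0.36, adjusted p = 0.56). The IL-1 receptor-associated kinase genes Irak2 and Irak3 rose 6.18-fold and 5.38-fold. In all, 7067 probe sets passed the test by limma. Of 33 gene lists, 8 were called by camera and 4 with an estimated correlation. Without the genes of Tables 2 to 5, which also takes responding genes out, 4 and 0 were. The NF-κB and immediate early lists then kept their call by camera only.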

In our assays, IL-1β alone significantly affected the expression of 2,813 genes (*P *< 0.0001). Among these, 1,675 genes showed a reduction in RNA level while 1,138 genes showed increased expression. 

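By limma, 3260 probe sets rose and 3807 fell with IL-1β alone, and the methods' own test gave 1140 and 1674 of 2814. Of 8 chondrocyte transcription factors, 4 fell and 2 rose, the same counts as when adjusted over the list alone, with Sox6, a partner of SOX9, 2.92-fold lower and Barx1 3.37-fold lower, although the list as a whole was not called (adjusted p = 0.40 from camera and adjusted p = 0.72 with an estimated correlation). Of 27 genes of glycosaminoglycan synthesis, 11 fell and 7 rose (13 and 8 when adjusted over the list alone), and this list was not called either (adjusted p = 0.17 from camera and adjusted p = 0.46 with an estimated correlation). Outside the lists, the largest falls included the phospholipid phosphatase-related gene Plppr5 (at least 48.6-fold lower), Tril, a component of Toll-like receptor signaling (at least 31.4-fold lower), and the myosin light chain kinase gene Mylk (at least 19.9-fold lower). At least a 2-fold difference was seen in 1459 of the increased and 1423 of the decreased probe sets.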

A list of genes with known function that showed the greatest response to IL-1β (a decrease by at least 80% or an increase of at least fivefold) is presented in Table 5. 

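Among probe sets called for IL-1β alone, 404 rose more than 5-fold and 185 fell by more than 80%, and among genes with 1 representative probe set the numbers were 258 and 95. Beyond cytokines and proteases, genes that rose included the stress-induced factor Gdf15 (at least 65.4-fold), the neurofilament gene Nefh (at least 52.7-fold), the cholesterol 25-hydroxylase Ch25h (at least 45.1-fold) and the hypoxia-inducible hydroxylase Egln3 (48.5-fold). Among the 10 largest falls were those of the secreted protein Fibin (18.7-fold lower), Fam180a (17.5-fold lower), and the adaptor subunit gene Ap3s2 (at least 18.5-fold lower), and Txnip also fell (16.3-fold lower). For Nefh and Ch25h the signal was at the floor on all 3 untreated arrays, and for Ap3s2 it was at the floor on all 4 IL-1β arrays, so that these folds are lower bounds.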

As seen from the table, incubation with IL-1β dramatically increased the expression of numerous inflammatory cytokines (IL-1α, IL-1β, IL-6, and IL-23), chemokines (CCL3, CCL5, CCL7, CXCL1, CXCL2, and CXCL5), and growth factors (BMP-2, BMP-6, BMP-7, and FGF-9) as well as proteins involved in the synthesis of prostaglandin E_2 _and NO (phospholipase A_2_, COX-2, prostaglandin E_2 _synthase, and NO synthase). 

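Of 22 inflammatory cytokines measured, 12 rose with IL-1β alone and 2 fell (12 and 3 when adjusted over the list alone). IL-6 (Il6) rose from 57.3 ± 1.16 (n = 3) to 1718 ± 157 (n = 4), IL-1α (Il1a) to 175 ± 23.4, IL-1β (Il1b) to 119 ± 22.5 and the IL-23 subunit p19 (Il23a) to 767 ± 157, the last 3 from signals at the floor on all untreated arrays. Of 25 chemokines, 16 rose and none fell, the same counts as over the list alone, with CCL3 (Ccl3) up at least 119.8-fold, CCL5 (Ccl5) up at least 53.7-fold, CCL7 (Ccl7) up 94.6-fold, CXCL1 (Cxcl1) up 58.3-fold and CXCL5, annotated as Cxcl6, up at least 76.5-fold. Of 31 growth factors, 16 rose and 7 fell (17 and 8 when adjusted over the list alone), with BMP-2 (Bmp2) up 8.78-fold, BMP-6 (Bmp6) up 7.14-fold, BMP-7 (Bmp7) up at least 13.3-fold and FGF-9 (Fgf9) up 18.6-fold. By its other probe sets, Bmp6 did not pass (1378427_at and 1378827_at, log2 fold changes 1.07 and 1.36, adjusted p = 0.38 and 0.12). Of 18 genes of prostaglandin and NO synthesis, 12 rose and 2 fell, as over the list alone: COX-2 (Ptgs2) rose from 61.9 ± 4.02 to 3494 ± 710.2, prostaglandin E synthase (Ptges) from 32.7 ± 2.30 to 3846 ± 434, the secreted phospholipase A2 gene Pla2g2a 11.8-fold and the cytosolic one, Pla2g4a, 2.47-fold. Inducible NO synthase was read by a probe set shared with a pseudogene (1387667_at, Nos2), whose mean signal was 0.0925 in untreated and 1034 in IL-1β cultures, whereas the probe set annotated to Nos2 alone was below background in all groups. Camera called prostaglandin and NO synthesis upward (adjusted p = 1.3e-05 from camera and adjusted p = 0.018 with an estimated correlation), and it called cytokines and chemokines upward (adjusted p = 5.6e-06 and 7.4e-11) but not with an estimated correlation (adjusted p = 0.076 for each with an estimated correlation), and growth factors were not called (adjusted p = 0.16 from camera and adjusted p = 0.35 with an estimated correlation). All of these calls were lost without the genes of Tables 2 to 5, which also takes responding genes out.

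**Figure D5:**
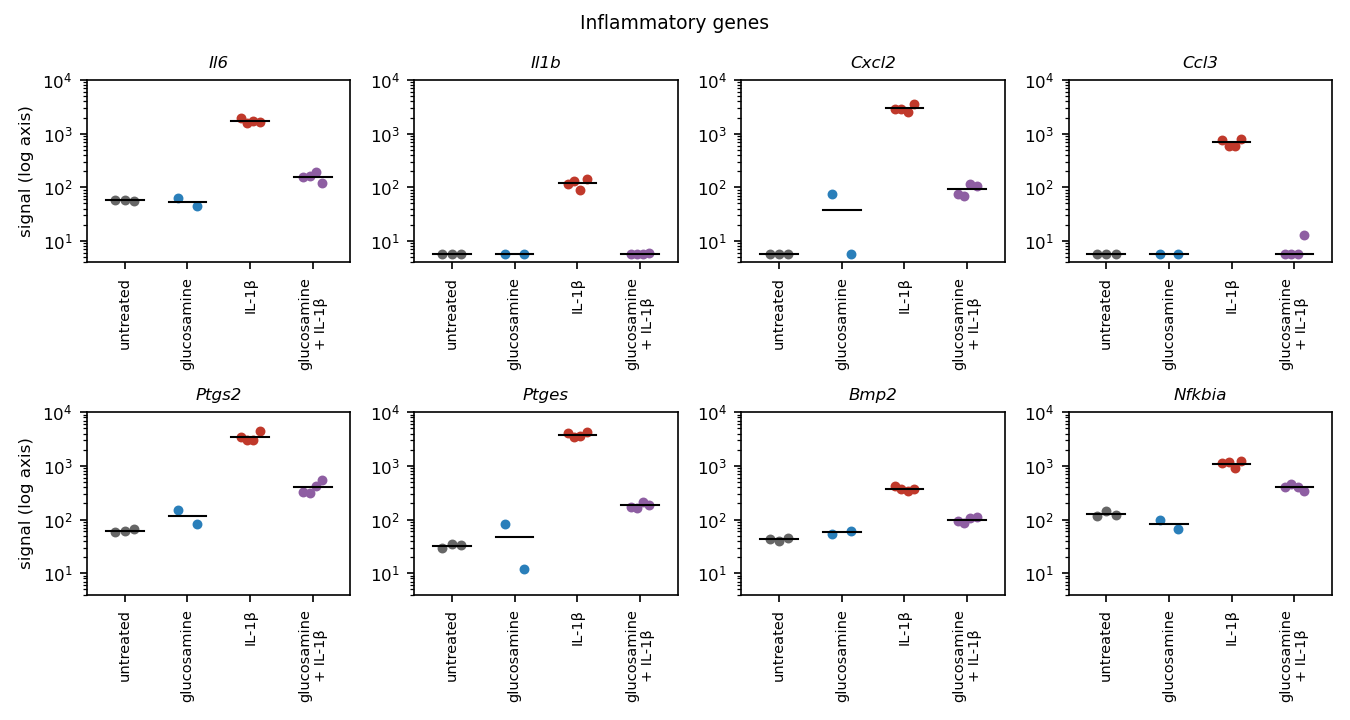
Signals of 8 inflammatory genes on each array (points; log axis, floored at the value used for the tests) and the mean of each group (bars) in untreated cultures (n = 3), cultures with glucosamine (n = 2), with IL-1β (n = 4) and with glucosamine plus IL-1β (n = 4). For each gene, all IL-1β arrays lie above all untreated arrays and above all arrays with glucosamine plus IL-1β.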

By increasing the expression of matrix metalloproteinases (MMP-3, MMP-9, MMP-10, MMP-12, and MMP-13) while inhibiting the expression of genes encoding essential components of the ECM (such as collagen type II and aggrecan-1), the elevated IL-1β also shifted the biology of the chondrocytes, at least at the RNA level, toward articular cartilage degradation. 

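Of 33 matrix proteases measured, 15 rose and 6 fell with IL-1β alone (15 and 7 when adjusted over the list alone). MMP-3 (Mmp3) rose to 5787 ± 736 (n = 4), MMP-13 (Mmp13) to 4497 ± 644, MMP-9 (Mmp9) to 2194 ± 283, MMP-12 (Mmp12) from 4.87 ± 1.00 (n = 3) to 1132 ± 109, and MMP-10 (Mmp10), at the floor in untreated cultures, to 271 ± 39.6. The aggrecanase ADAMTS-4 (Adamts4, 1393730_at) rose 4.26-fold (adjusted p = 1.3e-09). Of 27 cartilage matrix genes, 14 fell and 2 rose (16 and 2 when adjusted over the list alone; median log2 fold change -0.60). Aggrecan (Acan) fell 6.86-fold to 35.1 ± 3.52, or 3.58-fold by the probe set with the signals of Table 4 (1368836_a_at), link protein (Hapln1) fell 8.85-fold, and Comp, a glycoprotein of the cartilage matrix, fell from 970.1 ± 36.4 to 466 ± 54.7. Type II collagen (Col2a1) fell to 2812 ± 295 by its brightest probe set (log2 fold change -0.44, adjusted p = 0.0077, not called by the methods' one-way analysis of variance and Tukey test on linear signals), and its dimmest probe set (1395280_at) fell to 3.76 ± 1.37, under the floor (at least 18.6-fold lower, adjusted p = 1.1e-06). The cartilage matrix list was called downward (adjusted p = 1.0e-05 from camera and adjusted p = 0.049 with an estimated correlation), and the protease list was called upward by camera (adjusted p = 0.021) but not with an estimated correlation (adjusted p = 0.46 with an estimated correlation). Without the genes of Tables 2 to 5, the protease call was lost, and the cartilage matrix call was kept by camera only. From the rise of the proteases and the fall of the matrix genes, the paper concludes that IL-1β shifted the cells toward cartilage degradation at the RNA level.

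**Figure D6:**
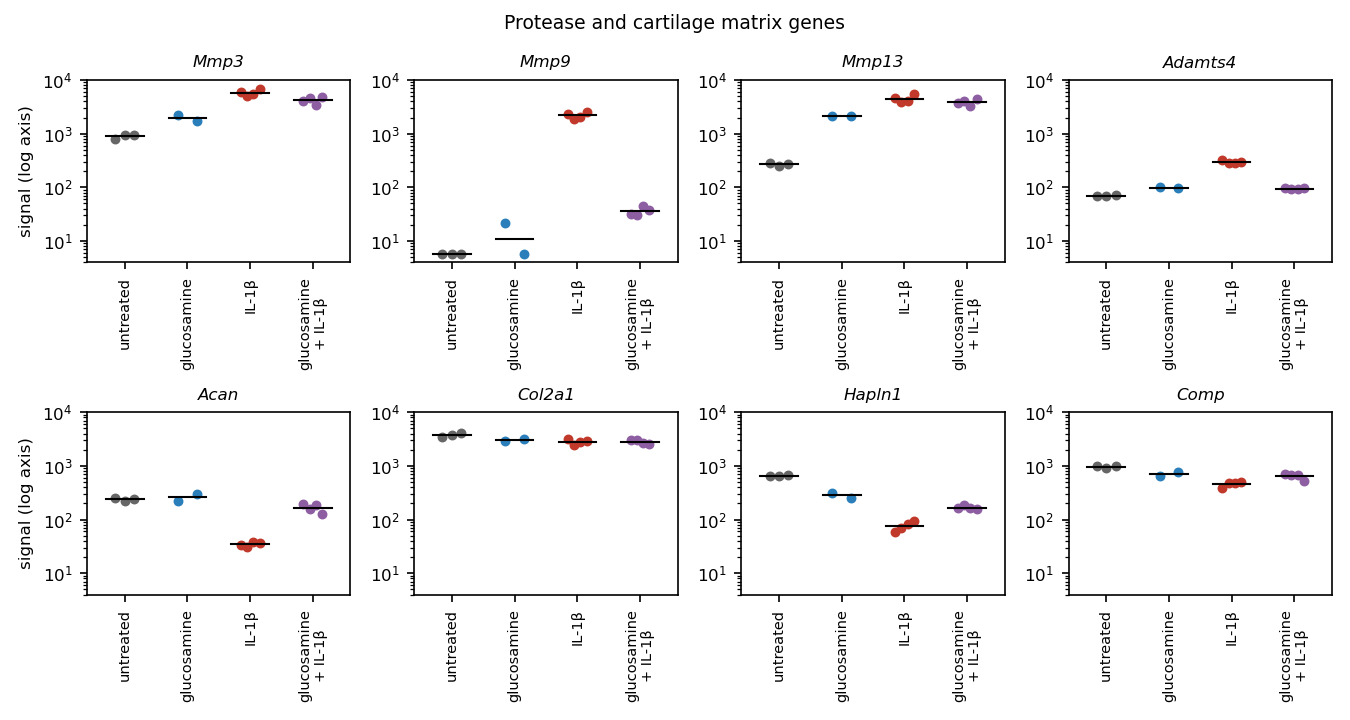
Signals of 8 protease and cartilage matrix genes on each array (points; log axis, floored at the value used for the tests) and the mean of each group (bars) in untreated cultures (n = 3), cultures with glucosamine (n = 2), with IL-1β (n = 4) and with glucosamine plus IL-1β (n = 4). For each protease all IL-1β arrays lie above, and for each matrix gene below, all untreated arrays.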

The response of the chondrocytes to stimulation with IL-1β alone was therefore largely consistent with previous single-gene studies [3,27] and high-throughput studies, and further demonstrated the potency of this cytokine as a mediator of inflammation and its capacity to influence chondrocyte metabolism, particularly with respect to arthritis.

### Effects of IL-1 on expression patterns of chondrocytes cultured in the presence of glucosamine

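When glucosamine preceded IL-1β, the RNA of most NF-κB targets was lower than with IL-1β alone: 19 of 22 fell and none rose, as over the list alone (median log2 fold change -1.50, adjusted p = 9.1e-15 from camera and adjusted p = 0.0032 with an estimated correlation). Of 22 cytokines, 11 fell and none rose, as over the list alone, with Csf3 at least 167-fold lower and Csf2 71.7-fold lower (adjusted p = 4.4e-08 from camera and adjusted p = 0.038 with an estimated correlation). Of 25 chemokines, 16 fell and none rose (17 lower when adjusted over the list alone), a call by camera (adjusted p = 1.3e-10) that was lost with an estimated correlation (adjusted p = 0.069 with an estimated correlation). Of 18 genes of prostaglandin and NO synthesis, 10 fell and 2 rose (11 and 2 when adjusted over the list alone; adjusted p = 3.6e-04 from camera and adjusted p = 0.025 with an estimated correlation). Without the genes of Tables 2 to 5, which also takes responding genes out, the cytokine, chemokine and prostaglandin and NO calls were lost. The NF-κB call was then kept by camera only. In all, 6822 probe sets differed between glucosamine plus IL-1β and IL-1β alone, 3473 higher and 3349 lower. These include genes that glucosamine changed by itself, such as the 41 of 44 mitotic genes that were lower (42 when adjusted over the list alone) and the 24 of 28 genes of the unfolded protein response that were higher, as over the list alone.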

Although glucosamine alone had no direct stimulatory effect on the expression of genes associated with ECM synthesis, as indicated in Tables 3, 4, 5 it proved to be a surprisingly potent, broad-spectrum inhibitor of IL-1 stimulation across the entire genome. Indeed, of the 2,813 genes whose expression was significantly affected by IL-1 alone, either increased or decreased, 6-hour preincubation of the chondrocytes with glucosamine significantly blocked that effect in 2,055 genes (~73%). Furthermore, of the IL-1β-sensitive genes whose altered expression was not inhibited by exogenous glucosamine, closer examination of the data revealed that glucosamine alone had the same type of effect as IL-1 on that gene and, likewise, enhanced or repressed expression (see Tables 3, 4, 5).

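A response to IL-1β was counted as blocked where the probe set also differed between glucosamine plus IL-1β and IL-1β alone in the opposite direction. By limma this held for 3251 of the responsive probe sets, or 46.0%, and with the methods' own test for 1588, or 56.4%. Among the genes blocked were Il23a, which was at the floor on all 4 arrays with both agents, Il1b (2.63 ± 2.43) and Ccl3 (2.58 ± 6.84; SD, n = 4). Bmp7, Fgf9 and A20 (Tnfaip3) were blocked with 90.4%, 90.1% and 95.0% of the IL-1β-induced rise in signal removed. The interaction test, which asks whether the response itself was smaller with glucosamine, passed in the opposite direction in 34.8% of the responsive probe sets, and 42.4% no longer differed from untreated cultures. Against glucosamine alone, 258 increased and 214 decreased probe sets still passed the test in the direction of IL-1β. From the share blocked, the paper concludes that preincubation with glucosamine inhibited the response to IL-1 across the genome.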

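Of the 1553 increased and 2263 decreased probe sets whose response to IL-1β was not blocked, 92.6% had a change of the same sign with glucosamine alone, and 47.2% passed the test for glucosamine alone in that direction. Examples are the aldo-keto reductase Akr1b8, 24.0-fold higher with IL-1β and 18.4-fold higher with glucosamine, Itga3 (17.7-fold and 18.4-fold), Atf3 (10.6-fold and 11.1-fold) and Il33 (at least 11.7-fold and at least 12.6-fold lower). Among all responsive probe sets, 943 rose and 1219 fell with both agents, where independent lists of these sizes would share 233 and 288. Both comparisons use the same 3 untreated arrays, which by themselves make the signs match more often than chance. Simulated arrays with an unchanged glucosamine group gave 59.8% of the same sign and 0% called. Those with effects of the 2 agents that only add on the log2 scale gave 79.0% and 36.0%. Effects that only add include the direction shared by the 2 agents, so the latter values do not explain the overlap. The simulated arrays also called more responses to IL-1β, on average 9056 and 9126 against 7067 observed. With 3 untreated arrays, the controls were not split between the 2 comparisons. The fall of Il33 with glucosamine by its representative probe set did not pass without glucosamine replicate a. Its other probe set (1373970_at) had log2 fold changes of -4.50 with glucosamine and -4.68 with IL-1β on all arrays.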

With regard to arthritis, Tables 3 and 4 represent genes with important roles in inflammation and articular cartilage ECM maintenance that were significantly affected by IL-1 alone. In parallel, the response of these genes to glucosamine alone, and to IL-1β in the presence of glucosamine, is also shown. 

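The signals printed in Tables 3 and 4 were matched to the deposited values, and 77 of 83 entries equal the means of 1 probe set in all 4 groups within 0.2 signal units plus 0.05% of the signal, and the other 6 in 3 groups. Among the inflammatory genes of Table 3, 49 entries rose with IL-1β alone and 47 of them were lower when glucosamine came first, with a median of 92.3% of the rise removed. The interaction passed in the opposite direction for 39 of these 49 entries, 20 still rose with IL-1β over glucosamine alone, and glucosamine alone lowered 10. Of 5 entries of Table 3 that fell, 4 were higher when glucosamine came first. In Table 4, 10 of 12 entries that rose and 9 of 9 that fell with IL-1β were changed back toward untreated levels, with medians of 74.2% and 35.7%, and the interaction passed in the opposite direction for 8 and 7. M-CSF (Csf1, 1369354_at) was at 308 ± 50.9 with IL-1β alone and at 141 ± 17.2 with glucosamine plus IL-1β (n = 4 each), and the chemokine fractalkine (Cx3cl1) at 1731 ± 183 and 496 ± 22.3. Glucosamine alone lowered both (log2 fold changes -1.31 and -2.24), and their response to IL-1β was not smaller over glucosamine past the interaction test (log2 fold changes 0.19 and 0.45, adjusted p = 0.86 and 0.37). The response of 8 entries to IL-1β did not pass the test. The authors chose these genes on the same arrays, so the tally is not independent evidence of a direction.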

As reflected in these tables, glucosamine significantly inhibited the expression of the majority of genes whose products are responsible for driving the arthritogenic activities of IL-1. These products include the primary cytokines, chemokines, synthetic and proteolytic proteins associated with the pathology of OA. The protection, however, was not complete or uniform for all genes. For example, the IL-1β-enhanced expression of COX-2, NO synthase, and IL-6 was inhibited by >90%; however, in certain other cases it was less inhibited – such as CD44, which was inhibited by ~50%. 

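The share of the IL-1β response that remained over glucosamine alone differed widely between genes, with quartiles of 0.814% and 35.6% on the log2 scale for increased and of 9.53% and 42.2% for decreased probe sets. Toll-like receptor 2 (Tlr2) kept most of its response, with a rise of 12.1-fold over glucosamine alone against 15.8-fold over untreated cultures. The chemokine CCL2 (Ccl2) was at 2945 ± 276 with glucosamine plus IL-1β against 4836 ± 735 with IL-1β alone (n = 4 each), and manganese superoxide dismutase (Sod2) at 1942 ± 138 against 3347 ± 566. The lipoprotein lipase inhibitor Angptl4, which glucosamine alone lowered 4.94-fold, rose 8.69-fold when IL-1β was added, more than the 2.97-fold without glucosamine. Serpinb2 was 2.01-fold higher with glucosamine plus IL-1β than with IL-1β alone. In all, 237 increased and 309 decreased probe sets had levels further in the direction of IL-1β than with IL-1β alone, which include the effect of glucosamine itself, and the response to IL-1β was larger by the interaction test in 4 increased and 0 decreased ones.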

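COX-2 (Ptgs2, 1368527_at) was at 406 ± 112 with glucosamine plus IL-1β (SD, n = 4), so that 90.0% of the IL-1β-induced rise above untreated cultures was removed (jackknife SD 2.18). For IL-6 (Il6, 1369191_at), at 159 ± 30.3, the inhibition was 93.9% (jackknife SD 1.07), and for the NO synthase probe set shared with a pseudogene, at 66.1, it was 93.6% (jackknife SD 0.886). The hyaluronan receptor CD44 (Cd44) was read by 2 probe sets that differed in this respect. The brighter one (1387952_a_at) was at 338 ± 6.54 (n = 3) in untreated, 1639.6 ± 226 in IL-1β and 1492 ± 157 in glucosamine plus IL-1β cultures (n = 4 each), an inhibition of 11.3% (jackknife SD 10.9) with no difference between the last 2 groups past the test (adjusted p = 0.47). The other (1368921_a_at) was at 212 ± 6.03, 1234 ± 55.6 and 713 ± 78.3, an inhibition of 51.0% (adjusted p = 2.0e-05). Glucosamine alone raised both, to 1054 ± 13.0 and 471 ± 48.5 (n = 2), and with that level as the baseline the inhibition by the brighter probe set was 66.3%.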

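Collagenase-3 (Mmp13) was at 3871 ± 459.6 with glucosamine plus IL-1β (SD, n = 4) and did not differ past the test from IL-1β alone (log2 fold change -0.21, standard error 0.11, adjusted p = 0.22). Over glucosamine alone, IL-1β raised it by a log2 fold change of 0.86 (standard error 0.13, adjusted p = 0.0054), against 4.06 without glucosamine, and the interaction test passed (adjusted p = 1.1e-06). Type II collagen (Col2a1) was at 2829 ± 247 by its brightest probe set, with log2 fold changes of 0.01 against IL-1β alone (adjusted p = 0.99) and -0.12 against glucosamine alone (adjusted p = 0.82). By its dimmest probe set (1395280_at), it rose over IL-1β alone to 20.6 ± 8.91 (at least 3.36-fold higher, adjusted p = 8.2e-04), still below the untreated level. Aggrecan (Acan) rose 4.73-fold over IL-1β alone to 168 ± 30.0, or 2.56-fold to 117 ± 18.5 by 1368836_a_at. After quantile normalization, Mmp13 passed as lower than with IL-1β alone (adjusted p = 0.041), and its rise over glucosamine alone did not pass without either glucosamine array (adjusted p = 0.077 and 0.081) or in a fit to these 2 groups alone (0.12). The rise of the dimmest Col2a1 probe set over IL-1β alone did not pass with the floor at the 40th percentile (adjusted p = 0.16).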

Expression of a few key genes, such as collagen type II and MMP-13, appeared not to be protected; however, Tables 3 and 4 show that expression of these genes was also downregulated and enhanced, respectively, by prior incubation with glucosamine alone.

The protective effect of glucosamine was not limited specifically to inflammatory genes and ECM-related genes, but encompassed numerous gene types across the entire. 

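Genes outside inflammation and the matrix that IL-1β raised and that were lower when glucosamine came first included the sterol hydroxylase Ch25h (at least 37.2-fold lower), the neurofilament gene Nefh (at least 52.7-fold lower), the activin antagonist follistatin (Fst, 38.8-fold lower) and the insulin-like growth factor binding protein Igfbp3 (24.5-fold lower). Genes that IL-1β lowered and that were higher when glucosamine came first included Txnip (60.6-fold higher), the endoribonuclease Endou (at least 20.2-fold higher) and the transcription factor Klf2 (12.6-fold higher). Of 31 growth factors, 16 were lower and 3 higher than with IL-1β alone (18 and 3 when adjusted over the list alone; adjusted p = 4.8e-06 from camera and adjusted p = 0.010 with an estimated correlation). The growth factor call was lost without the genes of Tables 2 to 5. The receptor Il1r1 was 5.73-fold lower than with IL-1β alone, at 29.7 ± 7.08 (n = 4), and was at 28.1 ± 0.559 (n = 2) with glucosamine alone. By its other probe sets, Il1r1 was lower by a log2 fold change of -0.40 (1369255_at, adjusted p = 0.0034) or did not pass (1370750_a_at, -0.10, adjusted p = 0.94). Irak2 and Irak3 were 3.39-fold and 3.87-fold lower. Of 20 immediate early genes, 9 were lower and 5 higher, as over the list alone, and the list as a whole was not called (adjusted p = 0.24 from camera and adjusted p = 0.49 with an estimated correlation). Igfbp3, Fst and Il1r1 also fell with glucosamine alone (at least 11.0-fold, 4.51-fold and 2.06-fold), that of Il1r1 not past the test by its other probe sets. The interaction did not pass for Igfbp3 (log2 fold change -1.15, adjusted p = 0.072). It did by the other probe set of Igfbp3 (1367652_at, -1.56, adjusted p = 0.0061), which was at the floor on all arrays of both glucosamine groups. By 2 of the 4 other probe sets of Klf2 (1375248_at and 1386040_at), it did not differ from IL-1β alone past the test (log2 fold changes 0.31 and 0.57, adjusted p = 0.86 and 0.60).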

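Of the probe sets that IL-1β raised, 1707, or 52.4%, were lower when glucosamine came first, and of those that it lowered, 1544, or 40.6%, were higher. The distance between the 2 shares was wider with the methods' own test, at 78.7% and 41.3%. Counting as blocked each response that was not called over glucosamine in the direction of IL-1β, a definition chosen after seeing the data, turned the order, at 92.1% and 94.4%. By the interaction alone, the shares were 40.2% and 30.1%. When single arrays were left out, the share for increased probe sets lay between 48.3% and 56.7% and that for decreased ones between 35.0% and 43.7%. Among induced genes, Gdf15 was 5.80-fold lower, and among repressed genes Fam124a and Fam180a were at least 8.47-fold and 6.50-fold higher, whereas Adra1b and Sema3a stayed at the floor on all 4 arrays. Probe sets are not independent of each other, and no test of the difference between the 2 shares was made.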

Interestingly, the inhibitory effect of glucosamine toward IL-1 signaling appeared far more influential on genes whose expression was enhanced by IL-1β stimulation than on those genes in which expression was repressed. This is best illustrated in Table 5, where glucosamine was found to significantly block IL-1β-induced expression in 107 of the 110 genes whose RNA level was increased greater than fivefold. 

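Of the probe sets that rose more than 5-fold with IL-1β, 332, or 82.2%, were lower when glucosamine came first, and of the genes with 1 representative probe set, 215, or 83.3%, were. Among the 10 largest reductions were those of Csf3, from 1254 ± 212 with IL-1β alone to 6.46 ± 3.50 with glucosamine plus IL-1β (n = 4 each), of Csf2, from 1211 ± 173 to 17.6 ± 6.42, and of CXCL2 (Cxcl2), from 2988 ± 428 to 92.3 ± 23.7. MMP-9 fell to 36.5 ± 7.08. The 43 genes that were not blocked by this definition included the chemokines Ccl20 and Cxcl1, which were 2.61-fold and 1.64-fold lower without passing the test (adjusted p = 0.052 and 0.31), and Ddit4l, Itga3 and Atf3. Of these 43, 18 rose with glucosamine alone. Ccl20 and Cxcl1 passed as lower without glucosamine replicate a (adjusted p = 6.2e-06 and 6.7e-04), without glucosamine replicate b (6.4e-06 and 6.9e-04) and in a fit to these 2 groups alone (2.8e-04 and 0.0073).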

Expression of two of the exceptions, MMP-13 and ring finger protein 28, was found similarly enhanced by glucosamine alone. 

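Ring finger protein 28 (Trim63, 1387804_at), also called MuRF1, rose from 13.5 ± 0.833 (SD, n = 3) in untreated cultures to 61.9 ± 2.70 (n = 2) with glucosamine alone, 82.9 ± 16.4 (n = 4) with IL-1β alone and 72.6 ± 7.68 (n = 4) with both. Its log2 fold change was 2.20 with glucosamine (standard error 0.20, adjusted p = 2.3e-05) and 2.59 with IL-1β (standard error 0.17, adjusted p = 4.5e-07). The IL-1β response over glucosamine alone did not pass the test for Trim63 (0.22, adjusted p = 0.82). Other genes raised by each agent and not lower with both than with IL-1β alone were Ddit4l, at 454 ± 37.4 with both against 387 ± 25.8 with IL-1β, and the mitochondrial protein gene Chchd10, which rose at least 11.0-fold with glucosamine and at least 7.26-fold with IL-1β, the latter not past the test with a floor of 32 chosen after seeing the data (adjusted p = 0.15).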

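The IL-13 receptor α2 chain (Il13ra2, 1369266_at) was at 81.7 ± 11.8 with IL-1β alone and 68.9 ± 16.6 with glucosamine plus IL-1β (SD, n = 4 each), a log2 fold change of -0.27 between them that did not pass the test (standard error 0.20, adjusted p = 0.47). It was at the floor on all 3 untreated arrays, and IL-1β raised it at least 14.2-fold (adjusted p = 1.2e-07). Glucosamine alone left it at 8.27 ± 0.791 (n = 2), which did not differ past the test from untreated cultures (adjusted p = 0.26), and IL-1β raised it 8.17-fold over that level. It did differ past the test with the floor at the 10th percentile (adjusted p = 0.0021), after quantile normalization (0.029) and in a fit to these 2 groups alone (0.014). By contrast, the receptor gene Cd40 was at least 10.9-fold lower with glucosamine plus IL-1β than with IL-1β alone.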

Only the IL-1-enhanced expression of the IL-13 receptor α_2 _chain was unaffected (*P *< 0.0001) by glucosamine. Conversely, of the 35 genes whose transcription was repressed >80% by IL-1, preincubation with glucosamine significantly prevented that effect in only 10 genes. 

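Of the probe sets that fell by more than 80% with IL-1β, 77, or 41.6%, were higher when glucosamine came first, and of the genes with 1 representative probe set, 37, or 38.9%, were. Those protected included aggrecan (Acan), link protein (Hapln1, from 75.9 ± 14.7 to 167 ± 13.4; n = 4 each), Slc40a1 (at least 5.78-fold higher than with IL-1β alone), Plppr5 (at least 5.74-fold higher) and Fibin (3.98-fold higher). A dimmer probe set of Slc40a1 (1376972_at, log2 fold change 0.41, adjusted p = 0.46) and one of Plppr5 (1393733_at, at the floor in both groups) did not pass. For Txnip, Endou and Klf2, glucosamine alone acted against IL-1β, with rises of 3.98-fold, 3.76-fold and 3.22-fold over untreated cultures. Slc40a1 and Fam180a did not respond to glucosamine alone past the test (log2 fold changes -0.36 and -0.26, adjusted p = 0.88 and 0.46). Protection was partial for link protein, whose level with both agents was below that with glucosamine alone (log2 fold change -0.76, adjusted p = 0.030, 0.024 by 1386310_at and 0.82, not past the test, by 1384541_at). This last difference did not pass without glucosamine replicate a (0.45) or b (0.082), without replicate a (0.076), c (0.080) or d (0.060) of glucosamine plus IL-1β, or without any 1 of the untreated arrays (0.055 to 0.057). The rise of Txnip with glucosamine alone did not pass without glucosamine replicate a (adjusted p = 0.055) and that of Endou not with the floor at the 10th percentile (0.15), whereas Slc40a1 and Fam180a passed as lower in a fit to these 2 groups alone (0.025 and 0.0083), and Plppr5 did not pass with a floor of 32 chosen after seeing the data (0.49).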

Glucosamine alone, however, also downregulated transcription of the remaining 25 genes. 

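The signals of all 108 probe sets that fell by more than 80% with IL-1β and were not protected were also lower with glucosamine alone than in untreated cultures, and 80 of them passed the test for glucosamine. Among genes with 1 representative probe set, all 58 were lower and 43 passed. Carbonic anhydrase 3 (Car3) fell from 204 ± 14.6 (n = 3) to 25.9 ± 3.80 (n = 2) with glucosamine alone and to the floor with IL-1β, and VEGF-D (Vegfd) fell from 154 ± 12.8 to 18.7 ± 2.46 and 4.84 ± 5.20 (n = 4). Tril, Hpgd and Mylk fell 7.30-fold, 9.15-fold and 5.41-fold with glucosamine alone. IL-1β lowered some of these further in the presence of glucosamine, among them Dync1i1 (at least 5.33-fold lower than with glucosamine alone), Vegfd (at least 3.11-fold lower) and phospholamban (Pln, at least 3.19-fold lower). By its other probe sets, Pln did not fall further (1388876_at, log2 fold change 0.07, adjusted p = 0.91, and 1384689_at, 0). Both comparisons with untreated cultures share the 3 untreated arrays, and the probe sets were chosen as not protected. Among such probe sets in simulated arrays, 62.7% were lower and 0% called lower when the glucosamine group was unchanged. The shares were 92.0% and 61.7% when the effects of the 2 agents only add on the log2 scale. Such effects include the fall with glucosamine alone, so the latter shares do not explain it. With the floor at the 10th percentile, these further falls of Dync1i1, Vegfd and Pln did not pass (adjusted p = 0.27, 0.32 and 0.085), nor did those of Dync1i1 and Vegfd without glucosamine replicate a (0.13 and 0.12) or without glucosamine replicate b (0.12 and 0.056).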

With very few exceptions, therefore, preincubation with glucosamine effectively inhibits the response of chondrocytes to subsequent stimulation with IL-1β.

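Over glucosamine alone, 258 of 3260 probe sets that IL-1β raised still rose and 214 of 3807 that it lowered still fell. Of 33 matrix proteases, 10 rose over glucosamine alone and none fell (12 higher and 1 lower when adjusted over the list alone), with MMP-12 (Mmp12) up 7.68-fold, MMP-10 (Mmp10) up 5.17-fold and MMP-3 (Mmp3) up 2.15-fold; the list was called by camera (adjusted p = 3.2e-07) but not with an estimated correlation (adjusted p = 0.17 with an estimated correlation). Of 18 genes of prostaglandin and NO synthesis, 7 rose and 1 fell, as over the list alone, with Ass1 up at least 19.1-fold, Pla2g2a up 8.14-fold and Pla2g5 up 3.57-fold (adjusted p = 2.6e-04 from camera and adjusted p = 0.043 with an estimated correlation). Without the genes of Tables 2 to 5, the protease and prostaglandin and NO calls were lost. The rise of COX-2 (Ptgs2) over glucosamine alone was 3.53-fold and that of Il6 2.98-fold. All 8 of these genes were nevertheless lower than with IL-1β alone. Without glucosamine replicate a or b, the log2 fold change over glucosamine was 3.86 or 2.02 for Mmp12 and 2.26 or 1.38 for Ptgs2. For Ass1 it was at least 5.54 without replicate a, as replicate b was at the floor, and 2.98 without replicate b. Genes that fell over glucosamine alone included Sema3a (at least 4.99-fold lower), Galnt5 (at least 4.03-fold lower) and Tnfaip8l3 (at least 3.55-fold lower), each at the floor on all 4 arrays with both agents. No gene of the unfolded protein response changed when IL-1β was added to glucosamine at an adjusted p under 0.05. In a fit to these 2 groups alone, Mmp12, Mmp10, Mmp3, Ass1, Pla2g5, Ptgs2 and Il6 did not pass (adjusted p = 0.15, 0.060, 0.14, 0.13, 0.11, 0.19 and 0.10), and without glucosamine replicate b neither did Mmp3 or Ptgs2 (0.083 and 0.084). With a floor of 32 chosen after seeing the data, Mmp10, Sema3a, Galnt5 and Tnfaip8l3 did not pass (adjusted p = 0.65, 0.87, 1.00 and 1.00), nor did Galnt5 with the floor at the 10th percentile (0.18) or Tnfaip8l3 with the floor at the 40th percentile (0.26).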

In an effort to validate the results of our microarray analyses, using total RNA from the individual samples we generated cDNA and used real-time PCR to determine the relative changes for several genes of interest. As shown in Figure 3, the patterns of expression of the six genes analyzed in this manner were very similar to those from the microarray data.

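On the arrays, glucosamine before IL-1β changed all 6 genes of Figure 3 against IL-1β alone. The chemokine CXCL5 (annotated as Cxcl6, 1387648_at), at the floor in untreated and glucosamine cultures, fell from 441 ± 66.7 to 16.2 ± 2.22 (n = 4 each), a log2 fold change of -4.76 (standard error 0.18, adjusted p = 1.0e-08). The proteases MMP-9 (Mmp9), MMP-12 (Mmp12) and MMP-3 (Mmp3) fell with log2 fold changes of -5.92 (standard error 0.31, adjusted p = 1.2e-07), -3.73 (standard error 0.29, adjusted p = 2.2e-06) and -0.46 (standard error 0.13, adjusted p = 0.024). Link protein (Hapln1) and the inhibitor TIMP-3 (Timp3) rose with log2 fold changes of 1.15 (standard error 0.13, adjusted p = 4.5e-05) and 0.75 (standard error 0.09, adjusted p = 6.3e-05), or 1.59 and 2.00 by the other probe sets of Hapln1 and 1.52 by that of Timp3. With IL-1β alone 5 of the 6 differed from untreated cultures, and TIMP-3, at 1317 ± 26.6 (n = 3) and 1105 ± 134 (n = 4), did not pass the test (log2 fold change -0.26, adjusted p = 0.070). TIMP-3 passed as lower with IL-1β alone after quantile normalization (adjusted p = 0.0027) and without IL-1β replicate a (0.011). The fall of MMP-3 did not pass in a fit to the 2 groups alone (adjusted p = 0.072), without IL-1β replicate a (0.054) or d (0.056), or without replicate a (0.061) or c (0.068) of glucosamine plus IL-1β. The PCR values of Figure 3 were not used here.

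**Figure D7:**
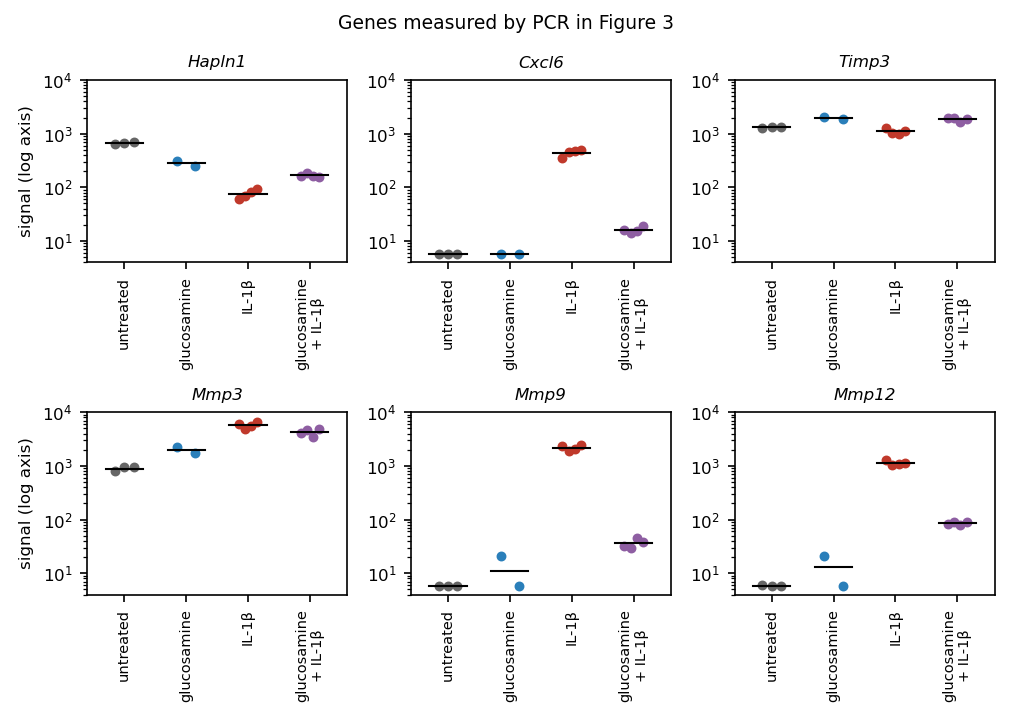
Array signals of the 6 genes that Figure 3 measured by PCR on each array (points; log axis, floored at the value used for the tests) and the mean of each group (bars) in untreated cultures (n = 3), cultures with glucosamine (n = 2), with IL-1β (n = 4) and with glucosamine plus IL-1β (n = 4). For each gene, the arrays with glucosamine plus IL-1β do not overlap those with IL-1β alone.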

## Discussion

Using global expression analyses we studied the influence of glucosamine on the molecular biology of the chondrocyte, both alone and following challenge with IL-1β. Somewhat contrary to popular belief and several published reports, we found no evidence that elevated levels of exogenous glucosamine increased the transcription of genes with products associated with the synthesis of articular cartilage ECM components. Unlike the dramatic response elicited by IL-1β alone, whereby dozens of genes in related classes were strongly affected, many by more than 100-fold, the response to glucosamine was much more subtle. Since only a handful of genes were stimulated more than fivefold, we were not able to assemble a clear image of the net effect of glucosamine alone on chondrocyte biology. It was only in samples challenged with IL-1β that a beneficial effect of glucosamine became evident. Indeed, preincubation with glucosamine rendered the chondrocytes essentially unresponsive to subsequent IL-1 stimulation, and thereby proved to be highly chondroprotective. Our findings here are in close agreement with previous single-gene analyses that showed elevated glucosamine inhibited the IL-1-induced expression of isolated genes such as COX-2, NO synthase and IL-6, among others [13,17-20,22]. It is only through the use of microarray technology, as shown here – which permits simultaneous examination of the relative expression of all known genes – that a comprehensive profile can be developed and the breadth of glucosamine-mediated chondroprotection is fully appreciated.

It should be emphasized that the conditions used in this study represent supraphysiological levels of both glucosamine and IL-1. As such, the results are not reflective of the *in vivo *situation encountered following oral administration of glucosamine in OA; nor are they representative of the amplitude of the biological response that may be achieved. This, however, was not the intention behind the experimental design. Our goal was to provide a comprehensive depiction of the effects of glucosamine on the biology of the chondrocyte. We therefore selected doses of both IL-1 and glucosamine that provided robust responses in our bioassay (NO synthesis). When attempting to interpret the ensuing microarray data, therefore, we could be confident that the cells received functional doses of both molecules. In doing this, we aimed to provide a representation of the types of effects that might be achieved if glucosamine could be delivered to the joint tissues at functionally effective doses.

Although the underlying mechanisms that drive OA are not completely understood, a broader appreciation for the involvement of inflammatory cytokines such as IL-1 has emerged over the past several years [28]. Our results here underscore the potential of IL-1β as an arthritic mediator with the capacity to drive the key pathways typically associated with the pathogenesis of OA. As shown here, as well as by others, IL-1 abruptly shifts the metabolism of the chondrocyte stimulating the expression of numerous genes, such that the cells responsible for maintenance of the articular cartilage matrix are converted into effector cells that degrade the matrix and produce numerous inflammatory and chemoattractant molecules. Although our experiments were performed with high concentrations of IL-1 that far exceed physiological levels, IL-1 is a potent cytokine with a strong spare receptor effect. It is easy to envision how persistent exposure at much lower levels may more slightly, but fundamentally, alter the biology of the chondrocytes, effecting over time a gradual but steady shift toward cartilage degradation. Pharmacologics that can effectively inhibit the activities of this and other inflammatory cytokines could therefore be highly beneficial in the treatment of arthritic conditions.

Acetaminophen and nonsteroidal anti-inflammatory drugs such as ibuprofen and naproxen (and until recently celecoxib and rofecoxib) are the most widely used pharmacologics in the management of OA [29]. The latter are thought to specifically inhibit the activity of the cyclooxygenases, enzymes that mediate the conversion of arachidonic acid to prostaglandins. As demonstrated here, however, prostaglandin synthesis only accounts for one of many of the pathologic processes that occur in response to inflammatory cytokines such as IL-1. Thus, while cyclooxygenase inhibitors are useful in the management of certain symptoms, primarily pain, much of the underlying pathogenesis of OA goes unchecked. In our experiments exogenous glucosamine effectively rendered the chondrocytes unresponsive to IL-1 stimulation. A potential advantage of this amino sugar is therefore its capacity to inhibit inflammatory signaling across the entire spectrum.

In previous work, we and others have demonstrated that IL-1-mediated NF-κB activation and nuclear translocation were reduced in chondrocytes in the presence of elevated exogenous glucosamine [17,22]. We recently found that glucosamine also inhibits aspects of inflammatory signaling by TNFα (unpublished observation). Others have shown its ability to block the effects of lipopolysaccharide in chondrocytes as well as other cell types. Lipopolysaccharide and IL-1 have overlapping cell signaling pathways mediated through Toll-like and IL-1 receptors, respectively [30,31]. Ligand binding of these receptors leads to activation of Myd88, IL-1 receptor-activated kinases, and TNF receptor-associated factor 6, which in turn activates cytosolic NF-κB. Inflammatory TNF receptor 1 signaling, mediated through the TNF receptor-associated death domain adaptor protein, and interaction with receptor interacting protein and TNF receptor-associated factor 2 also work to activate NF-κB. For these inflammatory agents, therefore, NF-κB activation appears perhaps the earliest common site for intervention by glucosamine. Whether this inhibition occurs through direct interaction with glucosamine or downstream products of the hexosamine pathway, or is a secondary consequence of other cellular processes influenced by elevated glucosamine, has yet to be established. While the NF-κB pathway is a central player in inflammatory signal transduction, IL-1 and TNF also share the capacity to activate the stress-activated protein kinase/c-Jun N-terminal kinase and p38 mitogen-activated protein kinase, as well as others [32,33]. In previous work, however, glucosamine did not appear to inhibit nuclear translocation of activator protein 1 following stimulation of chondrocytes with IL-1 [22]; however, the relationship between this signaling pathway and glucosamine has not been studied in detail. Given the breadth of chondroprotection provided by glucosamine as shown here, it is likely that these signaling pathways also are functionally blocked by glucosamine.

In light of the capacity of glucosamine to influence signal transduction and cellular metabolism, an additional consideration is how sustained exposure to elevated levels may influence chondrocyte biology, and in turn influence the vitality of articular cartilage in the long term. From our experiments, it appears that glucosamine alters the overall responsiveness of the chondrocyte to inflammatory signaling. Along these lines, elevated glucosamine has also been found to cause a loss of sensitivity to stimulation of insulin and IGF-1 receptor tyrosine kinase activity in certain cells in culture, and leads to insulin resistance in experimental animals [34-36]. How consumption of glucosamine may alter the capacity of the chondrocyte to respond to other external stimuli, including various anabolic signals, therefore remains uncertain. These studies have not been undertaken but should be considered in light of our results here and of the popularity of glucosamine as a nutritional supplement.

Despite the results of our microarray and other *in vitro *assays that have demonstrated the capacity of glucosamine to impede inflammatory stimulation *in vitro*, the clinical value of glucosamine in the treatment of OA remains controversial [11,37]. The recently published results of the Glucosamine/chondroitin Arthritis Intervention Trial showed that, across the larger population of patients with OA, glucosamine and chondroitin sulfate were no more effective than placebo [12]. In a predetermined subpopulation of those with moderate to severe pain, however, there appeared to be significant benefit. The basis for these discrepancies is unknown. One possible explanation may be the relative participation of inflammatory cytokines in different subpopulations; perhaps the effects of glucosamine and chondroitin are better realized in patients with more severe OA that have greater involvement of IL-1. Another reason for the limited clinical response overall may be the extent to which glucosamine enters the human circulation and the joint space after the recommended oral dose. Several studies suggest that effective intra-articular concentrations may not always be achieved [38]. The route of administration may therefore be key to reach the necessary concentration of glucosamine to take full advantage of its potential effects. A method by which it may be possible to generate effective levels of glucosamine in the joint tissues is through local gene transfer of the enzyme glutamine 6-phosphate-amido-transferase, which is a limiting enzyme in glucosamine synthesis. The proof of concept has already been demonstrated [39,40], laying the foundation for new directions to exploit the therapeutic potential of glucosamine in OA.

## Conclusion

Using the assays used in the present study, the anti-arthritic properties attributed to the consumption of glucosamine do not appear related to cartilage matrix synthesis, but more related to its ability to globally inhibit the deleterious effect of IL-1β signaling. The data suggest that the potential benefit to ingestion or administration of glucosamine lies primarily with its anti-inflammatory properties and not with the replenishment of the ECM. These results support the use of glucosamine as an anti-arthritic agent if it can be administered at the appropriate dosage to joint tissues.

## Abbreviations

DMEM = Dulbecco's modified Eagle's medium; ECM = extracellular matrix; IL = interleukin; NF-κB = nuclear factor kappa B; NO = nitric oxide; OA = osteoarthritis; PCR = polymerase chain reaction; TNF = tumor necrosis factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

J-NG conceived of and carried out the study. EG and SCG participated in the study design and coordination. MPP performed the array hybridization and the data analysis. MLB, EAD, JDK, PPL, KRP, JSS and RSW contributed to scientific discussions and helped to draft the manuscript. All authors read and approved the final manuscript.

## Figures and Tables

**Figure 1:**
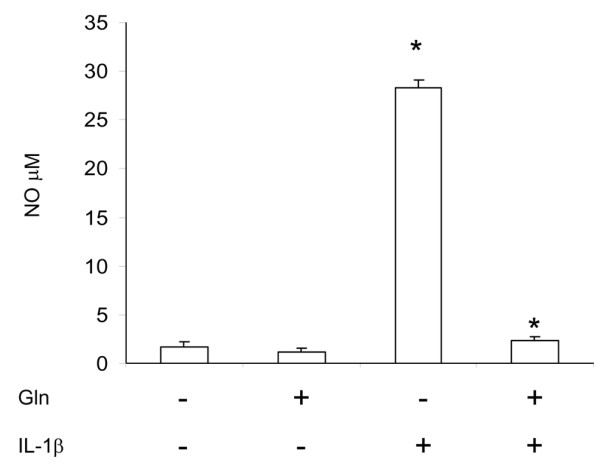
Nitric oxide production in chondrocytes following culture with elevated glucosamine and subsequent challenge by IL-1β. Articular chondrocytes from rats were seeded into 20 flasks, which were divided into four groups. Glucosamine was added to a final concentration of 20 mM to two of the groups. Six hours later, 10 ng/ml IL-1β was added to one group receiving glucosamine and to one previously untreated group. NO production was assessed by measurement of nitrite in the conditioned media from the four respective groups: untreated control, glucosamine (Gln) alone, IL-1β alone, and glucosamine with IL-1β. Results are expressed in μM nitrite, each bar representing the mean of five assays. Error bars represent one standard deviation. *P < 0.05 versus glucose control.

**Figure 2:**
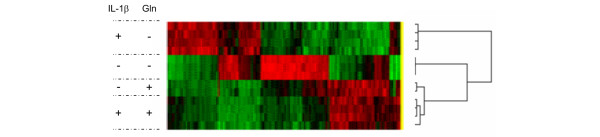
Changes in global expression patterns of chondrocytes induced by glucosamine and IL-1β. A two-way agglomerative hierarchical clustering of samples. The treatment groups are indicated by the legend on the left (also see text; Gln, glucosamine). Only the normalized signal values of genes with a significant (*P *< 0.0001) treatment effect were included. Each row represents a sample and each column a gene. Color intensities reflect relative signal values, whereby red represents a higher level of gene expression, and green a lower level relative to the mean across all samples for each gene. On the right, hierarchical clustering of the samples is indicated both within and among treatment groups. Longer lines represent greater dissimilarity between samples. For these samples, one of the untreated control samples and two samples from the glucosamine-alone groups were eliminated from the final analysis because they did not satisfy the quality control criteria of the microarray analysis.

**Figure 3:**
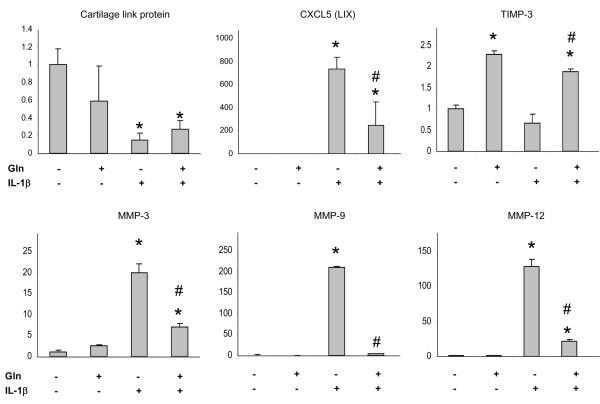
Real-time PCR analyses of cDNA generated from chondrocytes treated with glucosamine (Gln) and IL-1β. Data presented as the mean + standard error of the mean (*n *= 3). *P < 0.05 versus untreated, #*P *< 0.05 versus IL-1β alone.

**Table 1:** Primer sequences used to quantify gene expression with real-time PCR

Gene	Sequence (5' to 3')
Cartilage link protein	Forward, GCATCAAGTGGACCAAGCTA
	Reverse, GTAACTCCAATGCCACCACA
Collagen alpha 1 type II	Forward, GTGGAGCAGCAAGAGCAAGGA
	Reverse, CTTGCCCCACTTACCAGTGTG
CXCL5 (LIX)	Forward, CACCCTGCTGGCATTTCTG
	Reverse, AACCATGGCCGAGAAAGGA
MMP-3	Forward, CTGGAATGGTCTTGGCTCAT
	Reverse, CTGACTGCATCGAAGGACAA
MMP-9	Forward, CCACCGAGCTATCCACTCAT
	Reverse, GTCCGGTTTCAGCATGTTTT
MMP-12	Forward, TGCAGCTGTCTTTGATCCAC
	Reverse, TCCAATTGGTAGGCTCCTTG
TIMP-3	Forward, GTACACAGGGCTGTGCAACTTTGTG
	Reverse, CTTCTGCCGGATGCAGGCGTAGTG
EF1alpha	Forward, GATGGCCCCAAATTCTTGAAG
	Reverse, GGACCATGTCAACAATGGCAG

**Table 2:** Genes whose expression showed the greatest change following incubation of chondrocytes with elevated glucosamine alone

**Genes whose mean RNA levels were reduced >80% relative to untreated control cultures**			
Anaphase-promoting complex subunit 8	Cyclin-dependent kinase inhibitor 3	Kinesin-like protein 1	Selenium binding protein 2
Bone morphogenetic protein 4	Cytoskeleton associated protein 2	Kinesin-related protein KRP1	Shc SH2-domain binding protein 1
Calmodulin	DVS27-related protein	Lactose operon repressor^a^	Solute carrier family 4, member 4
Carbonic anhydrase 3	Dynein, cytoplasmic, intermediate chain 1	Microtubule-associated motor KIF4	Sphingomyelin phosphodiesterase 3, neutral
Cell cycle protein division p55CDC	ER transmembrane protein Dri 42	NAD-dependent 15-hydroxyprostaglandin deshydrogenase	Testin (TES1/TES2)
Cell division cycle 2 homolog A	Esk splice form 1	Neural precursor cell expressed, developmentally downregulated gene 4A^a^	Thymidine kinase 1
Cell proliferation antigen Ki-67	Frizzled related protein (sfrp2 gene)^a^	Neuropilin	Topoisomerase (DNA)2 alpha
Cell-cycle-dependent 350K nuclear protein	G2/mitotic-specific cyclin B_1_^a^	NUF2R protein	Transforming acidic coiled-coil containing protein 3
c-*fos*-induced growth factor (vascular endothelial growth factor D)	Glycine amidinotransferase (l-arginine:glycine amidinotransferase)	Pituitary tumor-transforming 1	Ubiquitin conjugating enzyme
Chemokine (C–X–C motif) ligand 12^a^	Heat shock protein 90 beta	Polo-like kinase homolog	Vascular endothelial growth factor D precursor
Clathrin light chain A (Lca)	Hyaluronon mediated motility receptor (RHAMM)	Protein regulating cytokinesis 1	
Cyclin B_1_	Insulin-like growth factor binding protein 3	Rac GTPase-activating protein 1^a^	

**Genes whose mean RNA levels were increased more than fivefold relative to untreated controls**			

Aldose reductase-like protein	High mobility group AT-hook 1	Plasminogen activator inhibitor 2 type a	Vesicle-associated membrane protein 1
ATP-binding cassette, subfamily G (WHITE), member 1	Matrix metalloproteinase 13	Smhs 1 protein	V-maf musculoapaneurotic fibrosarcoma oncogene family protein B
CD28 antigen	Myo-inositol 1-phosphate synthase A1	Sodium-coupled ascorbic acid transporter 2	
FXYD domain containing ion transport regulator 2	NADH-ubiquitone oxidoreductase MLRQ subunit	Solute carrier family 1, member 3	

^a^Multiple probe sets.

**Table 3:** Relative signal values of inflammatory genes significantly affected by IL-1 and/or glucosamine

Gene	Treatment group			
	No glucosamine, no IL-1	Glucosamine, no IL-1	IL-1, no glucosamine	Glucosamine with IL-1
Arginosuccinate synthetase	6.3	19.4	2247.3	267.2
β-Nerve growth factor	16.1	21.6	196.2	13.0
Bone morphogenetic protein 2	42.7	57.7	375.4	100.2
Bone morphogenetic protein 4	494.9	77.3	147.7	68.2
Bone morphogenetic protein 6	60.9	13.9	435.9	85.9
Bone morphogenetic protein 7	0.9	5.8	76.2	8.2
CCL3 (MIP-1a)	-	0.1	690.7	2.6
CCL5 (RANTES)	2.1	2.7	310.1	8.1
CCL7 (MCP-3)	32.2	69.4	3076.0	662.8
CCL22 (MDC)	0.3	0.6	47.2	5.4
Cdc42 GTPase inhibiting protein	105.0	116.5	189.4	124.4
Colony-stimulating factor 1	126.9	51.1	307.8	140.8
Colony-stimulating factor 2	-	20.1	1210.7	17.6
Colony-stimulating factor 3	-	6.0	1253.7	6.5
CXCL1 (GROa)	168.2	36.6	1730.6	496.2
CXCL2 (GROb)	-	37.5	2988.2	92.4
CXCL5 (LIX)	2.0	2.4	441.3	16.2
CXCL10 (IP-10)	10.7	8.1	74.4	15.6
CXCL11 (I-TAC)	-	-	110.2	3.4
CXCL12 (SDF-a/b)	122.8	5.9	88.7	10.9
Cyclooxygenase 1	184.0	593.4	192.2	493.1
Cyclooxygenase 2	61.9	117.0	3493.9	405.5
Cysteine knot superfamily 1 (bone morphogenetic protein antagonist 1)	460.4	308.6	2174.9	732.7
Cytokine-induced neutrophil chemoattractant-2	15.2	54.4	3466.1	624.2
Dual-specificity phosphatase 6	179.9	88.9	658.7	109.9
Endothelial PAS domain protein 1	69.9	38.0	208.9	52.2
Fibroblast growth factor 7	1294.4	1078.9	1318.9	1745.9
Fibroblast growth factor 9	12.0	29.5	155.7	26.7
Fibroblast growth factor receptor 1	605.2	653.7	329.3	638.5
I-κBα	126.9	81.7	1108.4	399.0
I-κBβ	55.6	96.6	298.2	139.2
I-κBγ (NF-κB p105 subunit)	124.2	107.9	471.2	163.6
Insulin-like growth factor binding protein 3	81.6	7.4	249.9	10.4
Insulin-like growth factor binding protein 5	174.4	569.0	737.8	229.5
IL-1α	1.5	3.2	175.3	4.5
IL-1β	-	2.4	119.4	2.7
IL-6	57.3	53.4	1717.8	159.0
IL-11	-	-	124.4	-
IL-13 receptor, α 1	174.8	144.5	337.4	148.0
IL-23α subunit p19	-	-	766.5	-
Janus kinase 2	89.7	102.9	251.0	128.7
JunB proto oncogene	129.5	89.0	377.8	148.4
Mitogen-activated protein kinase phosphatase (CPG21)	19.1	47.5	300.2	52.3
Nitric oxide synthase 2	0.1	2.1	1033.9	66.1
Ornithine aminotransferase	1080.5	1125.0	868.6	1059.1
Ornithine decarboxylase antizyme inhibitor	322.1	239.4	336.9	186.6
Phospholipase A_2_, group 2A	175.5	44.7	2085.9	358.0
Phospholipase A_2_, group 4A	269.9	303.2	668.2	339.7
Phospholipase A_2_, group 5	44.0	18.2	260.7	66.7
Platelet-derived growth factor A	439.8	492.9	745.9	597.5
Prostaglandin E_2 _synthase	32.8	46.9	3845.8	183.7
Pyrroline-5-carboxylate	602.5	643.8	348.3	609.3
Rel-B	31.6	28.7	186.2	71.5
Small inducible cytokine A_2_	221.4	711.0	4835.8	2945.5
Small inducible cytokine A_20_	26.9	137.8	4206.1	1609.7
Solute carrier family 7 (cationic amino acid transporter), member 8	8.1	19.4	560.3	21.7
Sox-4	533.0	460.8	248.5	572.2
TNF-induced protein 6	119.8	49.3	262.3	71.1

**Table 4:** Relative signal values of articular cartilage extracellular-matrix-related genes significantly affected by IL-1 and/or glucosamine

Gene	Treatment group			
	No glucosamine, no IL-1	Glucosamine, no IL-1	IL-1, no glucosamine	Glucosamine with IL-1
A disintegrin and metalloproteinase domain 15	142.9	121.3	64.9	98.3
A disintegrin and metalloproteinase domain 17	434.6	533.1	897.4	616.6
ADAMTS-1	457.0	202.1	996.0	359.7
ADAMTS-4	79.2	149.8	76.0	149.4
Aggrecan-1	162.6	154.7	47.1	117.3
Biglycan	80.9	26.1	126.8	19.2
Cartilage link protein	662.1	284.3	75.9	166.7
Chondroitin sulfate proteoglycan 2 (Versican)	135.3	45.3	418.1	60.0
Collagen type II alpha 1, chain precursor	106.4	42.0	3.8	20.6
Collagen type III alpha 1	2710.2	2720.0	1320.4	2242.6
Collagen type VIII alpha 1	622.6	362.5	857.9	493.8
Collagen type XI alpha 1	2510.6	2090.9	1471.5	1830.9
Laminin α-4 chain precursor	238.3	510.2	158.6	410.8
Matrix metalloproteinase 2	1014.0	1388.4	1825.7	1886.2
Matrix metalloproteinase 3	894.7	1966.4	5787.4	4223.6
Matrix metalloproteinase 9	-	11.1	2194.0	36.5
Matrix metalloproteinase 10	-	7.8	271.2	39.6
Matrix metalloproteinase 12	4.9	13.4	1132.0	84.9
Matrix metalloproteinase 13	268.3	2126.9	4497.4	3871.2
Syndecan 2	1515.8	1292.9	656.8	963.4
Syndecan 4	927.7	796.8	2049.2	1327.5
Thrombospondin 4 precursor	2535.4	2217.7	1224.9	1662.6
TIMP-1	1786.8	1857.2	3049.8	2311.4
TIMP-2	995.9	937.0	726.9	923.1
TIMP-3	1317.1	1983.9	1105.3	1859.0

**Table 5:** Genes whose expression showed the greatest change following incubation of chondrocytes with elevated IL-1β alone: genes of known function whose expression was most affected by IL-1 alone

**Genes whose RNA levels were reduced >80% relative to untreated control cultures**			
• A disintegrin and metaloproteinase domain 33	• c-*fos*-induced growth factor (vascular endothelial growth factor D)	Kruppel associated box zinc finger 1	• Smoothelin
• Actin alpha 1	• Collagen type II alpha 1, chain precursor	• Microfibril-associated glycoprotein precursor	Solute carrier family 39 (iron-regulated transporter), member 1
Aggrecan 1	Crystallin, alpha B	• Midline 1	• Sphingomyelin phosphodiesterase 3, neutral
• Ankyrin-like repeat protein	Distal-less homeobox	• Mitochondrial ribosomal protein L53	• Transforming growth factor, beta 2
• Annexin III (Lipocortin III)	• DVS27-related protein	Myocilin precursor	• Zinc finger protein SLUG (neutral crest transcription factor Slug)
Cadherin-8 precursor	• Dynein, cytoplasmic, intermediate chain 1	• NAD-dependent 15-hydroxyprostaglandin dehydrogenase	
Calpain 6	• Enolase 3, beta	Osteomodulin (osteoadherin)	
• Carbonic anhydrase 3	Four and a half LIM domains 1	• Palmdelphin^a^	
Cartilage link protein 1 ^a^	• Heat shock protein HSP 90 beta^a^	• Phosphoribosyl pyrophosphate synthestase 2	
• Caveolin 3	Insulin-like growth factor binding protein 4 precursor	• Programmed cell death protein 7	

**Genes whose RNA levels were increased more than fivefold relative to untreated controls**			

Adaptor protein with pleckstrin homology and src homology 2 domains	Cyclooxygenase-2	Keratin, type II cryosqueletal 8	Plasminogen activator, urokinase receptor
Adenosine A2B receptor	Cytochrome P450, family 26, subfamily b, polypeptide 1	Lactose operon repressor	Prostaglandin E synthase ^a^
Adenosine monophosphate deaminase 3	Cytochrome P450, subfamily 7B, polypeptide 1^a^	Laminin beta-2 chain precursor	Purigenic receptor P2Y, G-protein coupled 2
Aldose reductase-like protein	Cytokine-induced neutrophil chemoattractant-2^a^	MAP-kinase phosphatase (cpg21)	RAB27B, member RAS oncogene family
Apoptotic death agonist BID	EGL nine homolog 3 (C. elegans)	Matrix metalloproteinase 3	Rat VL30 element ^a^
Arginosuccinate synthetase	Endothelial cell-specific molecule 1	Matrix metalloproteinase 9^a^	Receptor-interacting serine-threonine kinase 2
ATP-binding cassette, sub-family G (WHITE), member 1	Epiregulin precursor	Matrix metalloproteinase 10	RelB
BCL2-related protein A1	Fatty acid binding protein 4	Matrix metalloproteinase 12	Retinol-binding protein 1
Beta-nerve growth factor	F-box protein Fbx5	• Matrix metalloproteinase 13	• Ring finger protein 28
Bloom's syndrome protein homolog (mBLM)	Fibroblast growth factor 9	Mesothelin	Schlafen 4
Bone morphogenetic protein 2^a^	Follistatin	Microtubule-associated protein	Small inducible cytokine A2
Bone morphogenetic protein 6^a^	Fos-like antigen 1	6 ^a^	Smhs1 protein
Bone morphogenetic protein 7	Gardner-Rasheed feline sarcoma viral (Fgr) oncogen homolog	Mitochondrial solute carrier protein	Solute carrier family 1, member 1
Brain-specific angiogenesis inhibitor 1-associated protein 2	GATA-binding protein 2	Myotubularin related protein 7	Solute carrier family 1, member 3
CCL3 (Mip-1a)	Gro	NADH-ubiquinone oxidoreductase MLRQ subunit	Solute carrier family 7 (cationic amino acid transporter, y^+ ^system), member 1
CCL5 (RANTES)	Growth arrest specific 7	Neurofilament, heavy polypeptide	Solute carrier family 11, member 2
CCL7 (MCP-3)	GTP cyclohydrolase 1	Neuron specific protein PEP-19 (Purkinje cell protein 4)	Solute carrier family 20 (phosphate transporter), member 1
CD44 antigen	High mobility group AT-hook 1	Neuropeptide Y	Superoxide dismutase 2
Chemokine receptor (LCR1)^a^	IκB-α	Neurospin precursor	T-cell death associated gene
Cholesterol 15-hydroxylase	IκB-β (nuclear factor kappa B p105 subunit)	Nitric oxide synthase 2	Testis-specific protein Bs13
Claudin-3	Inhibin beta-A	Organic cation transporter OCTN1	Tissue factor pathway inhibitor 2
Colony stimulating factor 2 (granulocyte-macrophage)	Inhibitor of apoptosis protein 1	Parvalbumin	Tissue-type transglutaminase
Colony stimulating factor 3	Insulin-like growth factor-binding protein 5	Phosphodiesterase 4B, cAMP-specific (dunce (Drosophila) homolog phosphodiesterase E_4_)	Toll-like receptor 2
Complement factor B precursor (C3/C5 convertase)	Interleukin 1 alpha	Phospholipase A2, group 5	Tumor necrosis factor alpha-induced protein 2^a^
CXCL1 (GROa)	Interleukin 1 beta	Phospholipase A2, group IIA (platelets, synovial fluid)	Tumor necrosis factor receptor superfamily member 5 precursor
CXCL2 (GROb)	Interleukin 6 (interferon, beta 2)	Phospholipid scramblase 1	Tumor necrosis factor receptor superfamily member 9 precursor
CXCL5 (LIX)	Interleukin 23, alpha subunit p19	Plasminogen activator inhibitor 2 type A	Uridine phosphorylase
CXCL10 (IP-10)	• Interleukin 13 receptor, alpha 2	Plasminogen activator, tissue	

^a^Represents multiple probe sets. Bold circles indicate genes for which the IL-1-mediated effects on transcription were not inhibited by exogenous glucosamine (see text).

How the deposited data were processed for this re-analysis (not part of the article)

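Gene expression was measured in second-passage rat articular chondrocytes of 1 pool, with 1 Affymetrix Rat Genome 230 2.0 array per flask, in 4 groups: untreated (n = 3), 20 mM glucosamine for 20 hours (n = 2), 10 ng/ml IL-1β for 14 hours (n = 4), and glucosamine for 6 hours and then glucosamine with IL-1β for 14 hours (n = 4). The values used are the intensities that the authors deposited, 1 expression value per probe set and array. According to the methods, Microarray Suite version 5 read the arrays and Probe Profiler converted intensities to expression values globally scaled to 100, downweighting uninformative and cross-hybridizing probe pairs and correcting for saturation, outliers and chip defects. Tested on the file, the deposited intensities were linear, not whole numbers, and partly below 0, the sample labels name MAS5 as the software, the array means lay between 127 and 145, and the arrays' 75th percentiles lay between 112 and 119, so that no further scaling was applied. The group means equal the signals printed in Tables 3 and 4, apart from single entries.

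Of 31099 probe sets, 57 controls were left out. Values were floored at the 25th percentile of all values and expressed as log2, and probe sets at the floor on all arrays were left out of the tests. The number of arrays and the floor limit the precision, and folds against a group with 1 or more arrays, or a mean, at or under the floor are lower bounds. The 4 groups were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend, 9 residual degrees of freedom), which shares 1 estimate of the spread between groups because glucosamine alone has 2 arrays. The contrasts were IL-1β, glucosamine, and both agents against untreated cultures, both agents against glucosamine and against IL-1β, and the interaction, each called at a Benjamini-Hochberg adjusted p under 0.05, with a 2-sided test. Symbols came from the platform's annotation: 20826 probe sets carried 1 gene, 436 several and 9780 none. A gene with several probe sets is represented by the one with the highest mean log2 signal among those annotated to it alone, and called probe sets of 1 gene went in opposite directions for Edem1, Myh1, Pfkm and Traf1. Of 164 genes examined by name, 53 had 80 other tested probe sets, and in 90 of 320 comparisons of these the call differed from that of the representative, mostly because it was lost (78), and never to the opposite direction. In 123 of the 320 comparisons, the fold change was more than 1.5-fold apart from that of the representative. An IL-1β response counts as blocked where the probe set is also called between both agents and IL-1β alone in the opposite direction, the retained share is the response over glucosamine divided by that over untreated cultures on the log2 scale, and percent inhibition is the part of the mean rise in linear signal over untreated cultures that was removed.

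Genes named are those in the paper's results text, genes of Tables 3 and 4 that match 1 symbol (whose values in those tables had been seen), the 2 to 4 members of each list with the largest change among those called, and, for IL-1β and glucosamine against untreated cultures and both agents against either, the 10 genes with the largest rise and the 10 with the largest fall among those called whose arrays did not overlap between groups. The 33 gene lists were fixed in advance, from general knowledge but with the paper at hand: 26 pathway lists and 7 lists of markers of other cell types, with 622 of 712 symbols measured. They were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over lists within a contrast. Of the listed symbols, 31 are genes of the paper's Table 2 and 112 of its Tables 2 to 5, among them 17 of 44 measured genes of mitosis, so the list tests are in part tests of genes chosen on these arrays. Left out after seeing the values, which also takes responding genes out, those of Tables 2 to 5 lowered the number of lists called with an estimated correlation from 4 to 0 for IL-1β, from 6 to 5 for glucosamine, and for both agents from 2 to 1 over glucosamine and from 7 to 2 over IL-1β. Arrays were clustered on 1 minus the Pearson correlation of Z-transformed values with average linkage. The methods' own test was repeated as an alternative, with a one-way analysis of variance at P under 0.0001 and the Tukey test at P under 0.05. Other alternatives were floors at the 10th and 40th percentile and at 32, quantile normalization and scaling to a common 75th percentile, other filters, no variance trend, fits to 2 groups alone, 1 probe set per gene, the replicate letter as a block, a term for the 2 replicate d arrays, leaving out single arrays or both replicate d arrays, and other definitions of a blocked response, baselines, linkage and set tests. The scalings moved the median log2 fold change of all probe sets for IL-1β against untreated cultures from 0.10 as deposited to 0 (quantile) or 0.08 (75th percentile), and for both agents against untreated cultures from 0.13 to 0.05 or 0.12.

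The fit was tested on simulated data in which 200 probe sets per contrast were changed by 1.5-, 2- or 4-fold, with the spread of the arrays; false calls made up 15 of 160 calls for IL-1β and 22 of 159 for glucosamine, above the share set by the threshold. The blocked share and the overlap of the responses were compared with 20 simulated sets of arrays per scenario. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The real-time PCR of Figure 3, prostaglandin E2 and other protein measurements were not used.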

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

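The tests on the replicate d arrays, the simulation with independent effects of the 2 agents and the osmotic stress list without genes of Table 2 were chosen only after the results were seen. Of 16 comparisons of array summaries within groups of 4 arrays, 11 put 1 array farther from the other 3 than Dixon's 95% critical value for the ratio of its gap to the whole range allows, each time replicate d. Chance gives about 1 in 20 groups, but these are overlapping summaries of the same 2 groups and not 16 independent trials. Replicate d of IL-1β alone and of glucosamine plus IL-1β had median signals of 37.9 and 38.7, 75th percentiles of 119 and 119, 25th percentiles of 11.1 and 11.0, 1st percentiles of -31.0 and -36.8, and mean correlations with their own groups of 0.901 and 0.882. On replicate d of glucosamine plus IL-1β, 18.3% of probe sets were at the floor. The deviations of these 2 arrays from their group means correlated across probe sets with r = 0.797, against 0.561 at most for any other pair of arrays from different groups, which is consistent with a batch shared by both. The labels give neither dates nor batches, and no biological explanation was tested because the design names nothing that sets these flasks apart.

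Among the genes named in the text, 25 of 338 groups of 4 arrays had 1 array beyond the same critical value, 15 of them replicate d. Chance gives about 1 in 20 groups, but the 25 include ratios of 1 that are fixed by flooring, so no excess is read from them. The ratio was on glucosamine plus IL-1β replicate d 0.861 for Alpl, 0.973 for Bmp7, 0.996 for Cd68, 0.886 for Gnpda1, 0.954 for Irak3, 0.897 for Ndufa2 and 0.936 for Ndufs3 and 1 for Ccl3, Cenpf, Il1a, Il1b, Pln and Tril, on its replicate c 1 for Vegfd and on its replicate a 0.911 for Ptprc and 1 for Cd40. It was on IL-1β replicate d 0.836 for Fxyd2 and 0.921 for Myh11, on its replicate c 0.916 for Amdhd2, 0.939 for B3gat3, 0.847 for Col6a2 and 0.832 for Pla2g5 and 1 for Plppr5 and on its replicate a 0.871 for Ddit4l and 1 for Endou. A ratio of 1 means that the other 3 arrays were at the floor.

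The response to IL-1β differed between cultures with and without glucosamine in 2500 probe sets by the interaction test, in 1485 or 1589 without 1 or the other glucosamine array and in 4253 without both replicate d arrays. The following tests were run on the loss of most of the IL-1β response with glucosamine. Selection of responsive probe sets and noise of the arrays were not excluded as part of it: at most 0.0224% of responses counted as blocked in 20 simulated sets of arrays with no effect of glucosamine in IL-1β cultures, but these hold no difference to be called, so that the share follows from the error rate of the test and decides nothing. In the same simulated arrays, the median retained share was 63.4% for increased and 56.5% for decreased probe sets, against 17.1% and 26.2% observed. Independent effects that add on the log2 scale did not give the pattern in simulation: at most 12.1% were blocked, medians of 91.8% and 87.5% were retained, and 138 probe sets passed the interaction test on average. The replicate d arrays do not carry it, since increased probe sets retained a median of 18.4% of their response without them, and compression of low signals does not either, since those with an untreated mean above 100 retained 15.6%. A smaller response of these cells to IL-1β in the presence of glucosamine stays as a hypothesis, found and tested on the same arrays.

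With glucosamine alone, 4 gene groups that the paper's results do not treat as groups were higher than in untreated cultures: 22 genes of the unfolded protein response, 9 of the hexosamine pathway, 6 of osmotic stress and 10 NRF2 targets. The paper's discussion raises the hexosamine pathway as a possible route of glucosamine. The osmotic stress list includes Isyna1, Akr1b8 and Slc23a2, which the paper's Table 2 gives among the genes most increased by glucosamine on these arrays, and a test on genes chosen for their rise decides nothing. Without them, the list had a median log2 difference of 0.29 with 3 of 8 genes called higher, but leaving out responding genes lowers the median, so that osmotic stress from 20 mM of added solute is neither shown nor excluded. The unfolded protein response list, which holds no gene of Table 2, had a median log2 difference of 1.00. The design holds no cultures with another solute at the same concentration, so an osmotic effect and an effect of glucosamine itself both stay open. The lists say nothing on which change came first, since RNA was taken at 1 time point. All 4 lists rest on 2 glucosamine arrays.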

How the results depend on the processing

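The settings without both replicate d arrays, with a term for these 2 arrays, with a floor of 32, and with 3 further definitions of a blocked response, clustering on linear values, and gene lists without genes of the paper's tables, were chosen after seeing the data, and all others were set before the data were examined. No gene named in the text was called in opposite directions under 2 settings, but some comparisons of groups of genes or arrays turned. The difference between the correlations of the glucosamine groups with untreated and with IL-1β arrays was 0.10 and below 0 without any 1 IL-1β array (lowest -0.03). IL-1β increased more probe sets than it decreased with at least a 2-fold difference (1459 and 1423) and with 1 probe set per gene (2254 and 2213), unlike otherwise, and the order also turned for glucosamine with 1 probe set per gene (1578 and 1396) and with floors at the 10th percentile (1961 and 1905) and at 32 (2222 and 2163), and for the other 3 comparisons under several settings. With the methods' one-way analysis of variance and Tukey test, the counts were 2814, 2439, 865, 2703 and 2731 on linear and 2870, 2567, 1042, 2848 and 2897 on log2 signals for IL-1β against untreated, glucosamine against untreated, glucosamine plus IL-1β against glucosamine, glucosamine plus IL-1β against IL-1β and glucosamine plus IL-1β against untreated, in that order. With at least a 2-fold difference they were 2882, 1659, 229, 2137 and 2612, and 1336 for the interaction. Counting 1 probe set per gene, which tests fewer features, gave 4467, 4509 and 4579 for IL-1β against untreated and for glucosamine plus IL-1β against IL-1β and against untreated. In fits to 2 groups alone, 7471 probe sets were called for glucosamine and 182 for glucosamine plus IL-1β against glucosamine. Without both replicate d arrays, 7108 were called for glucosamine, 894 for glucosamine plus IL-1β against glucosamine and 4253 for the interaction, and with a term for these arrays 6610, 898 and 4270. When single arrays were left out, the counts ranged from 5378 to 8375 for IL-1β against untreated, 2389 to 5222 for glucosamine, 221 to 588 for glucosamine plus IL-1β against glucosamine, 5704 to 8029 against IL-1β, 5317 to 7753 against untreated and 1485 to 3044 for the interaction. Without glucosamine replicate a or b, the counts were 2599 and 2389 for glucosamine, 242 and 221 for glucosamine plus IL-1β against glucosamine and 1485 and 1589 for the interaction, and the lone glucosamine array was then assumed to vary like the other groups. The share of responses blocked was 56.4% and 59.2% with the methods' test on linear and log2 signals, 36.7% in fits to 2 groups alone and 34.8% by the interaction, and 41.4 to 48.1% without single arrays. With blocked defined as a difference from IL-1β alone in either direction by the methods' test, as no call in the direction of IL-1β over glucosamine by the methods' test, or as no such call by limma, it was 73.6%, 72.3% and 93.3%. For increased probe sets the share was 78.7% and 70.5% with the methods' test, 40.2% by the interaction, 90.4%, 82.5% and 92.1% by those definitions and 48.3 to 56.7% without single arrays. For decreased ones it was 30.2% in fits to 2 groups alone, 30.1% by the interaction, 62.1%, 65.4% and 94.4% by those definitions and 35.0 to 43.7% without single arrays, and only the last of those definitions put it above that of the increased ones. The median share retained was 13.7% for increased probe sets with a floor of 32, 49.7% and 65.7% for increased and decreased ones with untreated cultures as the baseline, and 15.3 to 18.3% and 20.8 to 29.4% without single arrays. The share of unblocked probe sets with the same sign under glucosamine alone was 90.1 to 95.7% without single arrays. Of the 33 gene lists, 4, 6, 2 and 7 were called with an estimated correlation and 21, 16, 6 and 25 by fry, which asks whether a list moves and not whether it moves more than other genes, for IL-1β, for glucosamine, and for glucosamine plus IL-1β against glucosamine and against IL-1β, and 6 for the third with a floor of 32. Without the genes of Tables 2 to 5, camera called 4 lists for IL-1β and 5 for glucosamine plus IL-1β against IL-1β. Without single arrays, camera called 10 lists for glucosamine, 8 to 11 for glucosamine plus IL-1β against glucosamine, 10 to 13 against IL-1β and 8 for IL-1β. The mean correlation between the 2 glucosamine groups was 0.25 over all tested probe sets and 0.46 to 0.61 without single arrays. The inhibition of Il6 was 90.7% with no baseline subtracted and 93.2 to 94.6% without single arrays, and that of Cd44 66.3% with glucosamine alone as the baseline and 5.42 to 16.5% without single arrays (lowest without IL-1β replicate c and, at 5.64%, without glucosamine plus IL-1β replicate d), against 88.9 to 91.4% for Ptgs2 and 93.0 to 94.0% for NO synthase. With the replicate letter as a block, 8882 probe sets were called for IL-1β and 9181 for glucosamine plus IL-1β against IL-1β. Whether the letters pair the arrays is open: deviations of arrays of the same letter correlated with r of -0.17 to 0.38 for a, -0.08 to 0.45 for b, -0.14 to 0.53 for c and 0.80 for d, and between glucosamine plus IL-1β and IL-1β arrays of the same letter with r of at least 0.38, but of different letters among a, b and c with r of 0.33 to 0.56 too, and 6 of the 13 arrays correlated best with their own letter. For named genes, 15669 of the planned and 1978 of the added values kept their direction and side of the threshold, 299 and 35 fell short of it and 184 and 95 newly passed it. Ptprc was at the floor on every array at the 2 higher floors and gave no value there, and the methods' test gave none for the interaction. Apart from the smaller number of features, arrays or groups in some settings, the cause of these shifts was not tested. In simulated arrays, 52.2% of changes of 1.5-fold were recovered for IL-1β and 37.3% for the response in the presence of glucosamine. How far signals near background limit this precision was not tested.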

Differences from the paper's values

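Counts are set beside the paper's although the thresholds differ: the paper called genes at P under 0.0001 in its analysis of variance, and an adjusted p under 0.05 from limma was used here. The alternatives set before the data were examined were other floors, scalings, filters and variance models, fits to the groups of a comparison alone, 1 probe set per gene, the replicate letter as a block, each array left out in turn, the methods' test on linear or log2 signals, and at least a 2-fold difference. Below, an alternative is said to come near the paper's value where the larger of both is at most 1.5 times the smaller, and the alternatives not named did not.

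For glucosamine alone, 4300 probe sets were called and the paper's count is 2433, with the methods' test on linear (2439) and log2 signals (2567), 1 probe set per gene, at least a 2-fold difference (1659), either glucosamine array left out and any 1 untreated array left out coming near it. Of these, 2088 were increased and the paper's count is 927, with the methods' test on either scale and either glucosamine array left out coming near it. For IL-1β alone, 7067 were called and the paper's count is 2813, 3260 increased against the paper's 1138, and 3807 decreased against the paper's 1675. The methods' test on either scale (2814 and 2870 called) and at least a 2-fold difference (2882) came near all 3 of these counts, 1 probe set per gene only near that of the decreased ones, and no array left out near any of them.

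The response was blocked in 3251 probe sets here and the paper's count is 2055, with no variance trend, fits to 2 groups alone, 1 probe set per gene, the methods' test on either scale, and 9 of the 13 arrays left out in turn coming near it. This was 46.0% of the responsive probe sets against the paper's 73%, and only the methods' test on linear (56.4%) and log2 signals (59.2%) came near it. Among definitions chosen after seeing the values, a difference from IL-1β alone in either direction by the methods' test gave 2070 of 2814 or 73.6%, of which 482 had levels further in the direction of IL-1β, and no call in the direction of IL-1β over glucosamine gave 72.3%. How many of the genes that the paper called each of these drops could not be counted, since its list of blocked genes was not used here.

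Among genes with 1 representative probe set, 258 rose more than 5-fold with IL-1β and 215 of them were blocked, against the paper's 110 and 107, and 95 fell by more than 80% and 37 of them were protected, against the paper's 35 and 10. Neither the methods' test on linear signals (193, 181, 73 and 26) nor that on log2 signals (208, 190, 72 and 28) came near these 4 values. The paper's lists hold genes with known function, a choice that was not repeated. The inhibition of CD44 was 11.3% and the paper's value is about 50%. Glucosamine alone as the baseline (66.3%) came near it and no other alternative did, and the second probe set for Cd44 gave 51.0%. In Table 3, the paper's signal for FGF-7 with glucosamine alone is 1078.9 and the mean of the probe set that matches the other 3 groups was 1648, which no alternative bears on because the signals were compared as deposited.

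On genes and directions, the paper reports no significant increase, at its threshold, of genes important for glycosaminoglycan synthesis, including UDP-glucose pyrophosphorylase, whereas of the whole list 5 of 27 rose here and Ugp2 was among them (log2 fold change 0.64), while Ugdh and Has2 did not rise, and the methods' test did not call Ugp2. It states that no clear pattern was seen among the types of genes that rose most with glucosamine, whereas the hexosamine pathway, unfolded protein response and NRF2 target lists were called upward with an estimated correlation (each adjusted p = 0.017 with an estimated correlation), and the osmotic stress list only with the 3 genes of Table 2 that it holds (0.0062). It states that glucosamine lowered type II collagen and biglycan. Of the probe sets for Col2a1, the brightest did not pass the test except after quantile normalization, and the one with the signals of Table 4 (1395280_at) was lower past the test (log2 fold change -1.36, adjusted p = 0.028) but not with a floor at the 10th percentile, after quantile normalization, or without any 1 glucosamine or untreated array, and the remaining one (1371226_at) was 2.05-fold lower, not past the test (adjusted p = 0.16) except in a fit to 2 groups alone and without glucosamine plus IL-1β replicate a. The signals in the biglycan entry of Table 4 are those of a probe set annotated to nidogen-1 (Nid1, 1371032_at), which fell with a log2 fold change of -1.64 (adjusted p = 0.0034), whereas the probe set for biglycan itself did not pass. Other entries whose probe set carries another annotation here are CXCL1 (Cx3cl1), ADAM15 (Adam9), ADAMTS-4 (Adamtsl5), thrombospondin 4 (Thbs2), collagen VIII (Emilin1), FGF7 (Plp2) and FGFR1 (Hexim1). Those of Cdc42 GTPase inhibiting protein and pyrroline-5-carboxylate carry the symbols Tnk2 and Aldh18a1, which may name the same genes.

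The paper states that the IL-13 receptor α2 chain was the only one of the strongly induced genes that glucosamine left unaffected, apart from 2 that glucosamine alone raised too, whereas 43 such genes were not blocked here and 18 of them rose with glucosamine. With the methods' test on linear signals, 12 of 193 were not blocked, among them Mmp13, Trim63 (ring finger protein 28) and Il13ra2, which was not blocked by limma either, while Cxcl1 was lower. In Figure 2 the untreated arrays join the glucosamine groups and the IL-1β arrays stand apart, whereas over probe sets with a treatment effect the untreated arrays here joined the IL-1β arrays, with average or complete linkage and with the methods' test on linear signals (chosen after seeing the values). Over all tested probe sets the untreated arrays joined the glucosamine groups, as in the paper, but with replicate d of glucosamine plus IL-1β among the IL-1β arrays. The paper states that both glucosamine groups resembled the untreated more than the IL-1β arrays, and here the difference in mean correlation was 0.10, within its jackknife SD of 0.37, and it was below 0 without any 1 IL-1β array (lowest -0.03).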

Other observations

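Only the comparison of the 2 glucosamine arrays with each other was chosen after seeing the data. IGF binding proteins, which carry insulin-like growth factors, did not move together: of 7 measured, 1 rose and 2 fell with glucosamine alone and 2 rose and 2 fell with IL-1β alone (2 and 3, and 2 and 2, when adjusted over the list alone). For each list, the 2 called members with the largest change in the comparison given are named. With IL-1β alone, these were Igfbp4, 9.87-fold lower, and Igfbp5, which rose from 174 ± 6.09 (n = 3) to 738 ± 36.4 (n = 4) but was at 229 ± 28.8 when glucosamine came first (n = 4). Glucosamine alone also raised Igfbp5, to 569 ± 142 (n = 2, adjusted p = 1.3e-05). From that level, IL-1β lowered it (log2 fold change -1.30, adjusted p = 4.3e-04), though not past the test by 1387347_at (-2.46, adjusted p = 0.066). For IL-1 receptor and signaling genes, of 21 measured, 5 rose and 2 fell with glucosamine alone and 6 rose and 2 fell with IL-1β alone (6 and 4, and 7 and 3, when adjusted over the list alone), with Il1rl1, the IL-33 receptor, 2.44-fold and Il1r1 also lower with glucosamine. For glycolysis and hypoxia, of 26 measured, 7 rose and 5 fell with glucosamine alone and 9 rose and 7 fell with IL-1β alone (8 and 5, and 11 and 7, when adjusted over the list alone), with the muscle enolase Eno3 3.44-fold lower and Vegfa 2.67-fold higher with glucosamine. For cholesterol synthesis, of 17 measured, 3 rose and 3 fell with glucosamine alone and 2 rose and 3 fell with IL-1β alone (3 and 3, and 3 and 4, when adjusted over the list alone), with Insig1 3.93-fold and Hsd17b7 2.78-fold higher with IL-1β. For the interferon response, of 20 measured, 2 rose and 3 fell with glucosamine alone and 5 rose and 4 fell with IL-1β alone (2 and 4, and 5 and 4, when adjusted over the list alone), with Ifit2 3.61-fold lower and the proteasome gene Psmb8 2.17-fold higher with IL-1β, the latter not past the test after quantile normalization or with a floor of 32. For oxidative phosphorylation, of 26 measured, none rose and none fell with glucosamine alone and none rose and 5 fell with IL-1β alone (0 and 0, and 0 and 5, when adjusted over the list alone), with the complex I genes Ndufa2 1.55-fold and Ndufs3 1.47-fold lower with IL-1β, and for ribosomal proteins, of 14 measured, none rose and none fell with glucosamine alone and none rose and none fell with IL-1β alone (0 and 0, and 0 and 0, when adjusted over the list alone). None of these 7 lists was called by camera for IL-1β, for glucosamine or for glucosamine plus IL-1β against IL-1β (adjusted p = 0.12 to 0.99), and oxidative phosphorylation was called downward for glucosamine plus IL-1β against glucosamine (adjusted p = 0.024) but not with an estimated correlation (adjusted p = 0.67 with an estimated correlation), with no member passing the test.

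Markers of cell types other than chondrocytes were counted in the same way. For smooth muscle and pericytes, of 8 measured, 1 rose and 4 fell with glucosamine alone and none rose and 4 fell with IL-1β alone (1 and 4, and 2 and 4, when adjusted over the list alone), with the contractile genes Myh11, at least 3.56-fold lower, and Cnn1, which fell from 36.2 ± 0.261 (n = 3) to 11.2 ± 6.28 (n = 4) with IL-1β. For adipocytes, of 8 measured, none rose and 1 fell with glucosamine alone and 2 rose and none fell with IL-1β alone (1 and 1, and 2 and 0, when adjusted over the list alone), with the fatty acid-binding protein Fabp4 52.7-fold and Cidec at least 8.38-fold higher with IL-1β. For macrophages, of 14 measured, none rose and none fell with glucosamine alone and 2 rose and none fell with IL-1β alone (0 and 0, and 2 and 0, when adjusted over the list alone), with Cd68 at least 32.2-fold and Cd14 1.52-fold higher with IL-1β. For the endothelium, of 9 measured, none rose and none fell with glucosamine alone and 2 rose and none fell with IL-1β alone (0 and 0, and 2 and 0, when adjusted over the list alone), with Pecam1 at least 3.75-fold and Tek 1.92-fold higher with IL-1β; for osteoblasts, of 6 measured, 1 rose and 1 fell with glucosamine alone and 1 rose and 1 fell with IL-1β alone (1 and 1, and 1 and 1, when adjusted over the list alone), with Alpl at least 4.33-fold lower and Spp1 1.33-fold higher with IL-1β. For skeletal muscle, of 11 measured, 1 rose and 1 fell with glucosamine alone and 2 rose and 2 fell with IL-1β alone (1 and 1, and 2 and 3, when adjusted over the list alone), with the calcium-binding protein Pvalb at least 16.3-fold higher and Acta1 at least 10.1-fold lower with IL-1β, and for erythroid cells, of 3 measured, none rose and none fell with glucosamine alone and none rose and none fell with IL-1β alone (0 and 0, and 0 and 0, when adjusted over the list alone). The change in Spp1 was close to the threshold (adjusted p = 0.045) and fell short of it without any 1 untreated array and under most other settings; Myh11 fell short with a floor at the 10th percentile, in a fit to 2 groups alone and without untreated replicate a or b; Tek without IL-1β replicate d or untreated replicate b or c; and Pecam1 with the 2 higher floors. None of these 7 lists was called by camera for IL-1β, for glucosamine or for glucosamine plus IL-1β against IL-1β (adjusted p = 0.14 to 0.99), and smooth muscle and pericyte genes were called downward for glucosamine plus IL-1β against glucosamine (adjusted p = 0.0072) but not with an estimated correlation (adjusted p = 0.22 with an estimated correlation).

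For the comparisons of groups of at least 3 arrays, all 35 splits of the same arrays into groups of the same sizes were tested. Only 1, the real one, gave as many calls in each comparison, which is the lowest share that 35 splits can give. The other splits mix arrays of both treatments, which widens the spread within groups and lowers their counts. Few calls there were thus largely set in advance, and the test does not by itself exclude chance. The highest count of any other split was 1639 against 7067 for IL-1β and untreated arrays, 1166 against 6822 for glucosamine plus IL-1β and IL-1β arrays, and 3035 against 6986 for glucosamine plus IL-1β and untreated arrays. Comparisons with the 2 glucosamine arrays were not tested in this way. Between these 2 arrays, 5 of 25 chemokines were more than 2-fold higher on replicate a and none on replicate b, against 2 and none of 22 inflammatory cytokines, 1 and none of 22 NF-κB targets, 2 and none of 18 genes of prostaglandin and NO synthesis, 2 and none of 33 matrix proteases, and 254 and 224 of all 29263 tested probe sets.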
